# STING Mediates Lupus via the Activation of Conventional Dendritic Cell Maturation and Plasmacytoid Dendritic Cell Differentiation

**DOI:** 10.1016/j.isci.2020.101530

**Published:** 2020-09-04

**Authors:** Arthid Thim-uam, Thaneas Prabakaran, Mookmanee Tansakul, Jiradej Makjaroen, Piriya Wongkongkathep, Naphat Chantaravisoot, Thammakorn Saethang, Asada Leelahavanichkul, Thitima Benjachat, Søren Paludan, Trairak Pisitkun, Prapaporn Pisitkun

**Keywords:** Immunology, Molecular Genetics, Molecular Biology

## Abstract

Signaling through stimulator of interferon genes (STING) leads to the production of type I interferons (IFN-Is) and inflammatory cytokines. A gain-of-function mutation in STING was identified in an autoinflammatory disease (STING-associated vasculopathy with onset in infancy; SAVI). The expression of cyclic GMP-AMP, DNA-activated cGAS-STING pathway, increased in a proportion of patients with SLE. The STING signaling pathway may be a candidate for targeted therapy in SLE. Here, we demonstrated that disruption of STING signaling ameliorated lupus development in *Fcgr2b*-deficient mice. Activation of STING promoted maturation of conventional dendritic cells and differentiation of plasmacytoid dendritic cells via LYN interaction and phosphorylation. The inhibition of LYN decreased the differentiation of STING-activated dendritic cells. Adoptive transfer of STING-activated bone marrow-derived dendritic cells into the FCGR2B and STING double-deficiency mice restored lupus phenotypes. These findings provide evidence that the inhibition of STING signaling may be a candidate targeted treatment for a subset of patients with SLE.

## Highlights

• STING constitutively activates in the Fcgr2b-deficient lupus mice
• Signaling through STING-LYN interaction promotes DC differentiation
• Inhibition of STING pathway disrupts the lupus phenotypes
• STING mediates lupus disease via the activation of dendritic cells

## Introduction

Systemic lupus erythematosus (SLE) is an autoimmune disease with characteristics of autoantibody production and immune complex deposition that lead to severe inflammation and fatal glomerulonephritis. The heterogeneity of lupus disease has been shown through several mouse models of lupus disease, suggesting a variety of unique mechanisms participating in its pathogenesis. Type I interferon (IFN-I) is known to play significant roles in SLE pathogenesis (Muskardin and Niewold, 2018). In many patients with SLE, the expression of interferon-inducible genes is increased in their peripheral blood mononuclear cells (Baechler et al., 2003). Nucleic acid-sensing pathways are the main contributors of IFN-I production (Paludan, 2015). Several studies suggest that inappropriate recognition of self-nucleic acids can induce the production of IFN-I and promote SLE disease (Muskardin and Niewold, 2018).

Nucleic acids derived from extracellular sources are sensed via endosomal Toll-like-receptors (TLRs), whereas the recognition of cytosolic nucleic acids is independent of TLRs (Keating et al., 2011). The activation of TLRs, such as TLR7 and TLR9, by endosomal nucleic acids, leads to type I interferon production (Asselin-Paturel et al., 2005). Spontaneous duplication of *Tlr7* causes autoimmune lupus phenotypes in *Yaa*-carrying BXSB mice (Pisitkun et al., 2006). Overexpression of *Tlr7* promotes autoimmunity through dendritic cell proliferation, whereas the deletion of *Tlr7* in lupus-prone MRL/*lpr* mice diminishes autoantibody and immune activation (Christensen et al., 2006; Deane et al., 2007). However, blocking TLR-mediated signaling by anti-malarial drugs can only treat SLE with mild disease activity (Sacre et al., 2012; Zeidi et al., 2019). Thus, investigation of other nucleic acid sensor pathways involved in lupus development could offer a more significant therapeutic opportunity.

Several cytosolic DNA sensors can induce IFN-I production, with cyclic GMP-AMP synthase (cGAS) being the major one (Sun et al., 2013). Cytosolic DNA sensing is also essential for innate immune signaling, and dysregulation of this process can cause autoimmune and inflammatory diseases (Yan, 2017). Stimulator of interferon genes (STING), also known as transmembrane protein 173 (TMEM173), is a cytoplasmic adaptor protein that acts downstream of cGAS to enhance IFN-I production (Ishikawa et al., 2009). The loss-of-function mutations in a DNA-specific exonuclease gene *TREX1*, resulting in increased cytosolic DNA levels, are observed in the type I interferonopathies Aicardi-Goutieres syndrome (AGS) and chilblain lupus (Crow et al., 2006; Günther et al., 2013). Consistent with these scenarios in human, *Trex1*-deficient mice exhibit fatal inflammation and autoimmunity (Morita et al., 2004; Stetson et al., 2008). Inhibition of the STING pathway in these mice improves their inflammatory condition and survival (Ahn et al., 2014). Moreover, the absence of STING rescues embryonic lethality and arthritis development in another nuclease knockout model, i.e., *DNase II*-deficient mice (Ahn et al., 2012).

The spontaneous lupus mouse models commonly used to study SLE pathogenesis are MRL/*lpr*, NZBxNZW.F1, and BxSB (Theofilopoulos and Dixon, 1985). Since these models possess different genetic backgrounds, each model could develop lupus with unique pathogenesis (Murphy and Roths, 1979; Pisitkun et al., 2006; Theofilopoulos and Dixon, 1985). Surprisingly, the absence of STING in MRL/*lpr* mice does not improve lupus phenotypes but instead promotes more inflammation (Sharma et al., 2015). Furthermore, knocking down the IFN receptor gene *Ifnar1* in MRL/*lpr* mice aggravates lymphoproliferation, autoantibody production, and end-organ damage (Hron and Peng, 2004; Nickerson et al., 2010). Although the expression of cyclic GMP-AMP, DNA-activated cGAS-STING pathway, activated IFN-I, and increased in a proportion of patients with SLE (An et al., 2017), the data from lupus mouse models reveal the differential roles of STING in lupus pathogenesis depending on the models. Therefore, further studies in a relevant animal model that reflects human lupus are required to circumvent these conflicting data.

A comprehensive genetic analysis has identified *FCGR2B* as a susceptibility gene in patients with SLE (Zhu et al., 2016). The deletion of the *Fcgr2b* gene causes a lupus-like disease in genetic susceptibility to autoimmune development. The *Fcgr2b*^*−/−*^ mice created in 129 strain with subsequently backcrossed into C57BL/6 develop overt autoreactivity and fatal lupus disease while the deletion of *Fcgr2b* in C57BL/6 mice showed only autoantibody production (Bolland and Ravetch, 2000; Boross et al., 2011). The 129-derived Sle16 covering the Nba2 interval region is an autoimmune susceptibility locus, which contains the *Fcgr2b*, Slam family, interferon-inducible Ifi200 family genes (Boross et al., 2011; Choubey, 2012; Sato-Hayashizaki et al., 2011). Among the Ifi200 family, the *Ifi202* shows the highest expression in the splenocytes from Nba2 carrying mice (Rozzo et al., 2001). The *Ifi202* is a candidate lupus susceptibility gene, and its human homolog *IFI16* shows the association with SLE (Kimkong et al., 2010). Also, IFI16 signals through STING to initiate IFN-I production (Choubey and Panchanathan, 2008; Unterholzner et al., 2010). Based on the genetic background of the 129-derived locus, STING may play a significant role in the pathogenesis of the 129/B6.*Fcgr2b*^*−/−*^ lupus mice.

In this work, we showed an increase in *Sting* expression of the 129/B6.*Fcgr2b*^*−/−*^ mice. Disruption of STING signaling rescued lupus phenotypes of the 129/B6.*Fcgr2b*^*−/−*^ mice. Stimulation of STING promoted dendritic cell maturation and plasmacytoid dendritic cell differentiation. After STING activation, LYN was phosphorylated and recruited to interact with STING. Inhibition of LYN diminished STING-driven differentiation of dendritic cells. The adoptive transfer of STING-activated bone marrow-derived dendritic cells (BMDCs) into the double-deficiency (*Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^) mice restored the lupus phenotypes. The data suggested that STING signaling in the dendritic cells initiated the autoimmune development in the 129/B6.*Fcgr2b*^*−/−*^ mice. STING is a promising therapeutic target for lupus disease.

## Results

### Loss of the Stimulator of Type I Interferon Genes (STING) Increases Survival of *Fcgr2b*^*−/−*^ Lupus Mice

First, we confirmed that 129/B6.*Fcgr2b*^*−/−*^ mice (or *Fcgr2b*^*−/−*^ in short) showed the increase of *Sting mRNA expression and protein expression in the spleen* (Figures 1A and 1B). We further observed the significant rise of mRNA expression of interferon-inducible genes (*Irf3*, *Irf7, Mx1*) (*Ifn-γ, Ifn-β,* and *Cxcl10*) and in the spleen of the *Fcgr2b*^*−/−*^ mice (Figures 1C–1H). To determine whether the Sting signaling is required for lupus development in the *Fcgr2b*^*−/−*^ mice, we generated the double deficiency of *Fcgr2b* and *Sting* together with control littermates. The *Fcgr2b*^*−/−*^ mice were crossed with the C57BL/6.*Sting* deficiency or Goldenticket mice (*Sting*^*gt*^), which behave as a functional knockout of STING (Sauer et al., 2011). Furthermore, we detected the increase of cGAMP in the splenocytes of the *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^ mice but not in the double-deficient mice (Figure 1I). The double-deficient mice (*Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^) showed a higher survival rate compared with the *Fcgr2b*^*−/−*^ with homozygote *Sting* WT mice (Figure 1J). Also, the *Fcgr2b*^*−/−*^ with heterozygote of Sting (*Sting*^*wt/gt*^) showed similarity in phenotypes and survival with *Fcgr2b*^*−/−*^ with wild-type Sting (*Sting*^*wt/wt*^).

**Figure 1:**
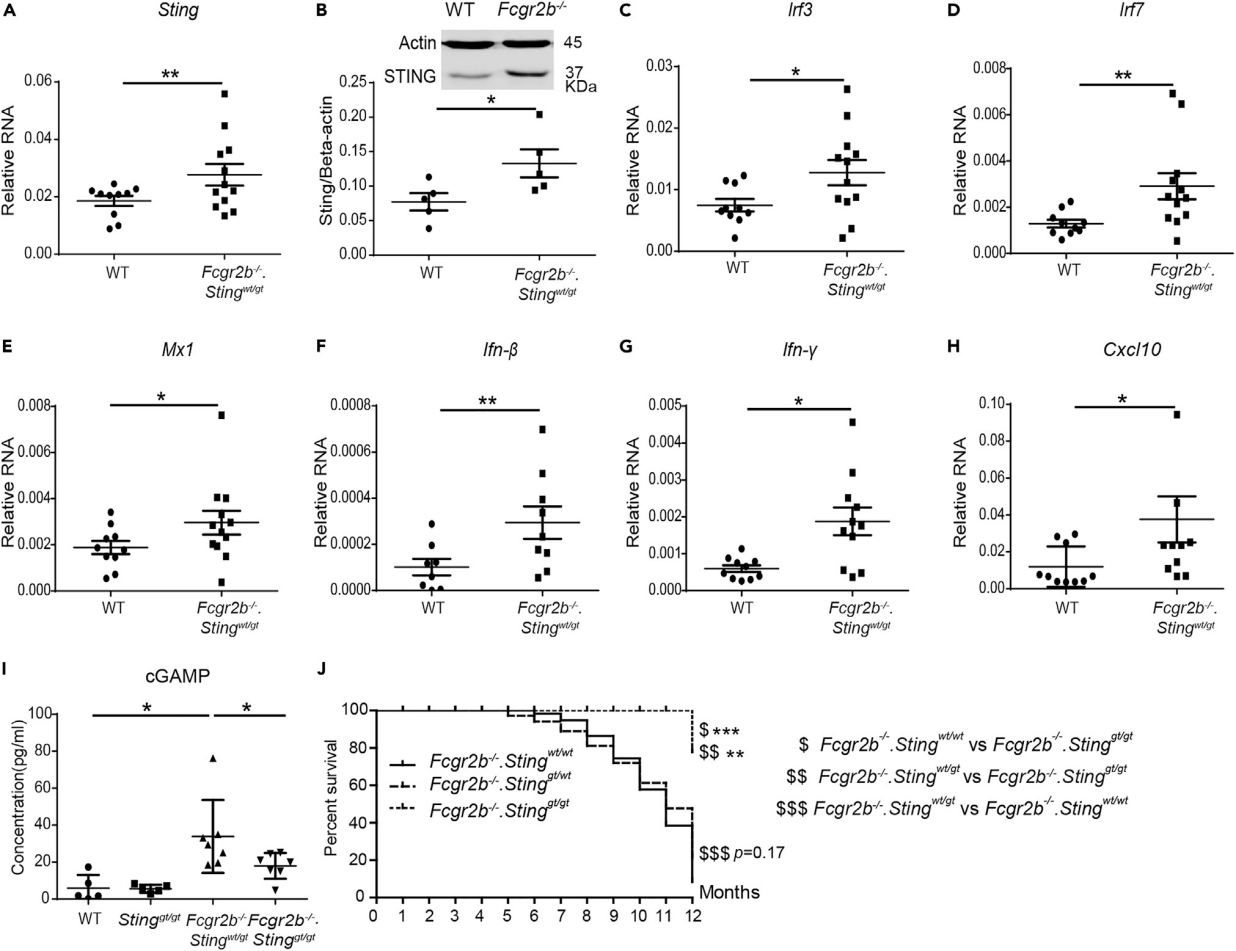
Loss of the Stimulator of Type I Interferon Genes (STING) Increases Survival of *Fcgr2b*^*−/−*^ Lupus Mice (A and C–H) Gene expression profiles from spleens of wild-type and *Fcgr2b*^*−/−*^ mice at the age of 6 months were tested by real-time PCR (N = 10–12 per group). The relative RNA expressions (normalized by actin) of (A) *Sting*, (C) *Irf3*, (D) *Irf7*, (E) *Mx1*, (F) *Ifn-β*, (G) *Ifn-γ*, and (H) *Cxcl10* are shown. (B) Isolated splenocytes were analyzed for STING protein expression by western blot. Data are representative of three mice per group. Quantification of the intensity was normalized by actin (N = 3 per group). (I) The concentration of cGAMP from isolated splenocytes (N = 5–7). (J) The *Fcgr2b*-deficient mice were crossed with *Sting*-deficient mice (*Sting*^*gt/gt*^) to generate the double-deficient mice (*Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^) and littermate controls. The survival curve of the mice was observed for up to 12 months (N = 14 per group). Error bars indicate SEM; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. The dollar sign ($) shown the comparison between the group.

### STING Signaling Pathway Promotes Autoantibody Production and Glomerulonephritis in the *Fcgr2b*^*−/−*^ Lupus Mice

The lupus phenotypes of the double-deficient mice were examined and compared with littermate controls. The levels of the anti-nuclear antibody (ANA) and anti-dsDNA antibody from the sera of the double-deficient mice (*Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^) were significantly lower than in the *Fcgr2b*^−/−^ mice (Figures 2A–2C). The kidneys of *Fcgr2b*^*−/−*^ mice showed pathology of diffuse proliferative glomerulonephritis, which did not present in the *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ mice (Figure 2D). The glomerular and interstitial scores in the kidneys of *Fcgr2b*^*−/−*^ mice were significantly higher than in the double-deficient mice (Figures 2E and 2F). Consistent with the pathology, the immunofluorescence staining showed fewer CD45^+^ cells and IgG deposition in the kidneys of *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ mice (Figures 2G and 2I). The cell types infiltrated in the kidneys of the *Fcgr2b*^*−/−*^ mice were CD3^+^ and CD11c^+^ cells, which significantly reduced in the double-deficient mice (Figures 2H, 2J, S1B, and S1C. Related to Figure 2).

**Figure 2:**
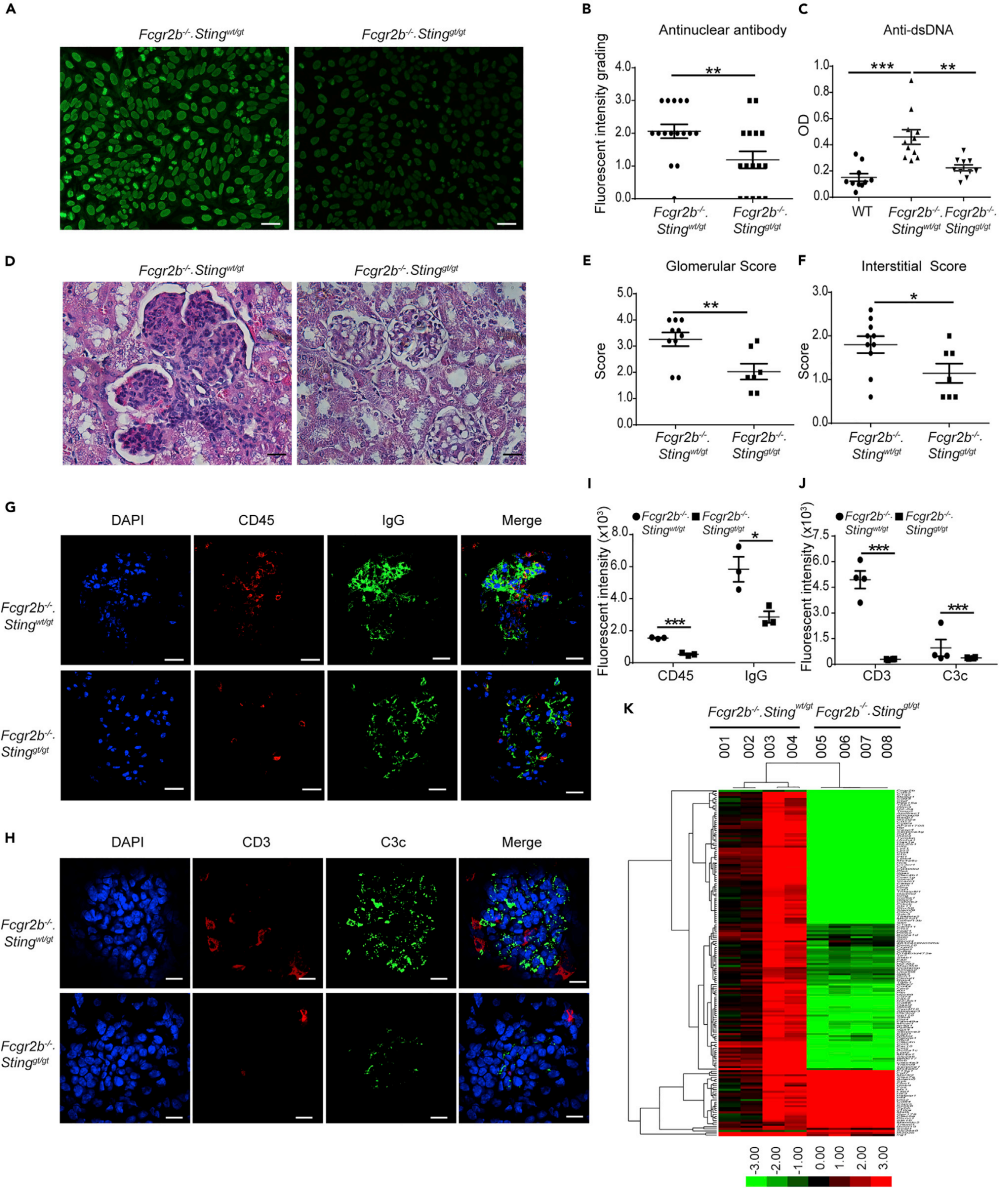
STING Signaling Pathway Promotes Autoantibody Production and Glomerulonephritis in the *Fcgr2b*^*−/−*^ Lupus Mice (A)The anti-nuclear antibodies (ANA) were detected in the serum (dilution 1:800) using the immunofluorescence staining on Hep-2 cells (A). Data are representative of eight mice per group (scale bar, 20 μm). (B) Semi-quantification of ANA was graded by fluorescence intensity (N = 8 mice per group). (C) Anti-dsDNA from sera (dilution 1:100) of *Fcgr2b*^*−/−*^ and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ was detected by ELISA (N = 10–11 per group). (D) Kidney sections of *Fcgr2b*^*−/−*^ and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice (6–8 months old) were stained with H&E. Data are representative of 7–10 mice per group (scale bar, 25 μm). (E–H) (E and F) Glomerular scores and interstitial scores of kidney sections were blindly graded (N = 7–10 per group). Immunofluorescence staining of the kidneys from *Fcgr2b*^*−/−*^ and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice show in (G) IgG (green), CD45 (red), and DAPI (blue) and (H) C3c (green), CD3 (red), and DAPI (blue). Data are representative of 3–4 mice per group (scale bar, 10 μm). (I and J) The quantitative immunofluorescence signal (I) CD45, and IgG, (J) CD3 and C3c (N = 3–4 mice per group). Data are shown as mean ± SEM; ∗p < 0.05, ∗∗p < 0.01 and ∗∗∗p < 0.001. (K) A heatmap of microarray data from the kidneys of *Fcgr2b*^*−/−*^ and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice show that the interferon signature genes significantly changed in the *Fcgr2b*^*−/−*^mice (N = 4 mice per group). Data shown in log_2_ (sample/wild-type).

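RNA from the kidneys of 16 mice was hybridized to one-color expression arrays, 1 mouse per array, with 4 mice of each of 4 genotypes: wild-type, *Fcgr2b*-/-, *Fcgr2b*-/-.*Sting* gt/gt (double-deficient), and *Sting* gt/gt. The labels of the lupus group name the *Fcgr2b* deletion alone, whereas the heatmaps head the same columns *Fcgr2b*-/-.*Sting* wt/gt. The strain is labelled as a mix of 129 and C57BL/6 for both *Fcgr2b*-deficient groups and as C57BL/6 for the wild-type and *Sting* gt/gt mice, so the *Fcgr2b* genotype and the strain background run together. The labels give an age of 6 months and the legend of Figure S1 gives 6 to 8 months. Each array held 62976 spots, of which 59305 were not controls, and these stood for 56605 probes. The number of probes well above background on an array was 29814 to 35508 (median 31529) in the wild-type mice, 28441 to 35565 (median 33782.5) in the *Fcgr2b*-/- mice, 31381 to 35167 (median 33277) in the double-deficient mice, and 30744 to 34819 (median 33509.5) in the *Sting* gt/gt mice. No spot was saturated, and the number of mice limits the precision of every comparison. The authors deposited the scanner output, in which the extraction software had subtracted the background of each spot but had not scaled one array to another. From there, the log2 of the processed signal was set relative to the 75th percentile of its array, spots marked as outliers were left out, and spots of one probe were averaged. The 35628 probes well above background on at least 4 of the 16 arrays were tested with limma, in one model with a mean for each genotype. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Of all probes, 32994 (58.3%) matched a gene name in a RefSeq table of the assembly GRCm38.p6, and a gene with several probes is given by its brightest one. The arrays lay on 2 slides, with 2 and 2 of the wild-type arrays, 3 and 1 of the *Fcgr2b*-/- arrays, 1 and 3 of the double-deficient arrays, and 2 and 2 of the *Sting* gt/gt arrays on slides 1 and 2.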

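The targeted genes were read first as a check of the labels. *Fcgr2b*, on the scale of log2 signal relative to the 75th percentile, was at 1.70 ± 0.43 (SD, n = 4) in the wild-type mice, 0.25 ± 0.31 in the *Fcgr2b*-/- mice, −0.049 ± 0.39 in the double-deficient mice, and 0.78 ± 0.73 in the *Sting* gt/gt mice. All 8 arrays of mice labelled as lacking *Fcgr2b* lay below all 4 wild-type arrays, although the probe stayed well above background on each of them. The probe did not separate the *Sting* gt/gt mice in the same way. Their replicates 1 to 4 were at 1.54, 1.05, 0.70, and −0.19, where the *Fcgr2b*-deficient arrays ran up to 0.70 and the lowest wild-type array was at 1.14, so replicate 4 lay among the deficient arrays. The log2 change from wild-type was −1.45 (SE 0.35, adjusted p = 0.385 from limma) in the *Fcgr2b*-/- mice and −1.75 (SE 0.35, adjusted p = 0.477) in the double-deficient mice. *Sting* (*Sting1*) was measured in every group, at −0.23 ± 1.01 in the wild-type mice, 1.20 ± 1.61 in the *Fcgr2b*-/- mice, 0.097 ± 0.61 in the double-deficient mice, and 0.29 ± 0.49 in the *Sting* gt/gt mice, so the signal of its probe did not separate the *Sting* genotypes. The paper describes the *Sting* gt allele as a functional knockout, which need not lower its RNA. This probe therefore cannot check the *Sting* labels. Between the double-deficient and *Fcgr2b*-/- mice, limma called 0 of the 35628 probes, with 645 (1.81%) at an unadjusted p under 0.05 and a smallest adjusted p of 1.00. The alternative that moved this count most was the two-tailed Mann-Whitney test with a 2-fold change and no adjustment, which gave 41 probes. Between the *Fcgr2b*-/- and wild-type mice, limma called 18 probes of 15 named genes, 17 higher and 1 lower, out of 1192 (3.35%) at an unadjusted p under 0.05. This count rested on single arrays, since it fell to 0 without wild-type replicate 2, 3, or 4 or without *Fcgr2b*-/- replicate 4, to 3 without *Fcgr2b*-/- replicate 1, and rose to 37 without *Fcgr2b*-/- replicate 2. *Ifi202b* was well above background on 0 of 4 wild-type arrays and on all 4 *Fcgr2b*-/- arrays, where it was at least 53.5-fold higher (adjusted p = 0.0181 from limma). Such a bound sets the mean of the brighter group against, on each array of the dimmer group, the lowest signal among probes well above background or the signal of the probe itself where that is higher. *Acod1* was at least 17.2-fold higher and *Fpr1* at least 17.7-fold higher (adjusted p = 0.0102 for both). *Clec4e* was higher by a log2 change of 6.33 (SE 0.80, adjusted p = 0.0102), but with only 1 of 4 wild-type arrays above background, so the size of the change rests on signal at background. *Ear1*, with 2 of 4 wild-type arrays above background, was higher by 4.78 (SE 0.73, adjusted p = 0.0305), a size that rests in part on signal at background, and has the close paralogs *Ear2*, *Ear10*, and *Rnase2a* among the called genes, whose RNA the probes need not separate. *Cfap126* was lower by a log2 change of −2.47 (SE 0.36, adjusted p = 0.0305). *Ifi202b*, *Cfap126*, and *Itln1*, which was also called, are among the 200 genes on either side of *Fcgr2b*.

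**Figure D1:**
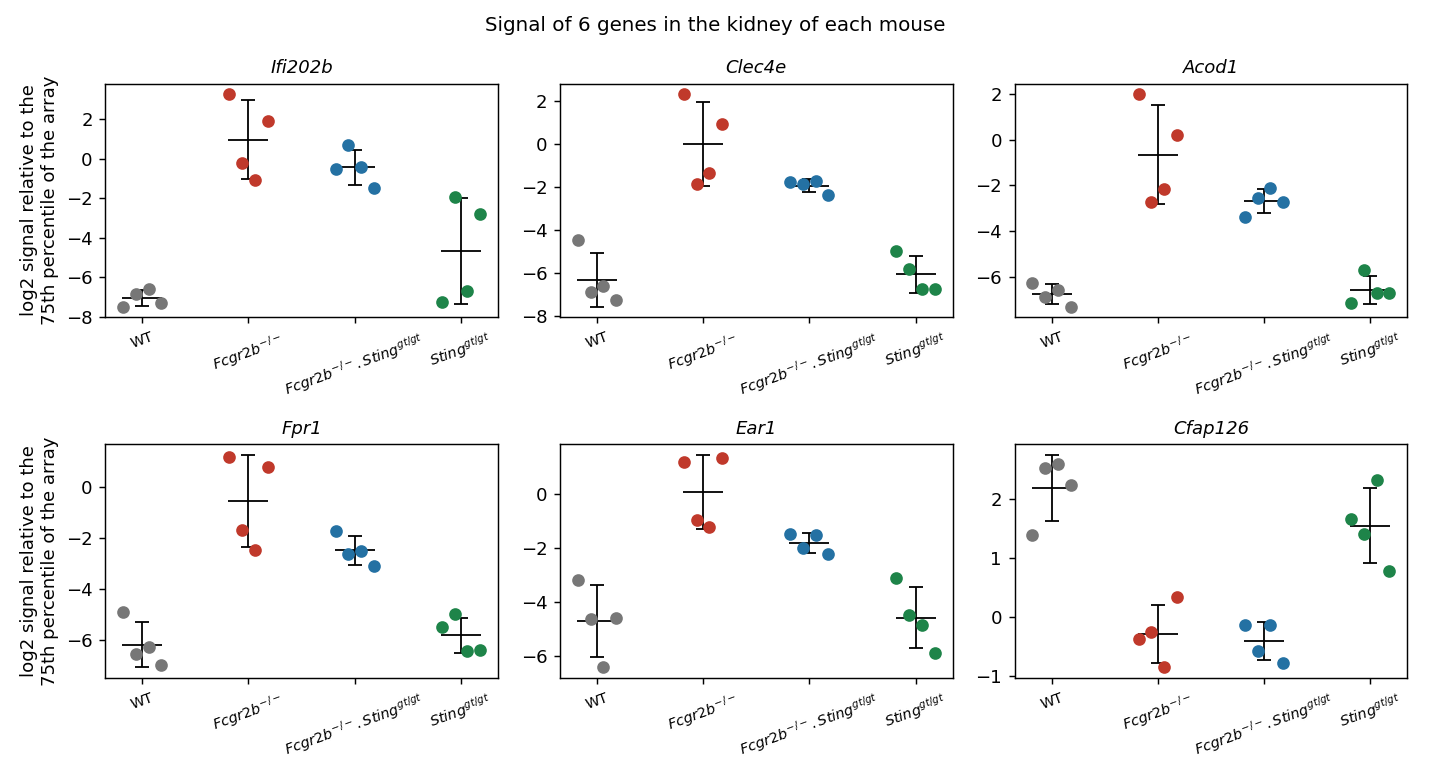
Log2 signal relative to the 75th percentile of the array (y axis) of *Ifi202b*, *Clec4e*, *Acod1*, *Fpr1*, *Ear1*, and *Cfap126* in the 4 genotypes (x axis). Points are single mice and the dash with bars is the mean ± SD of 4 mice. The *Fcgr2b*-/- mice lie above the wild-type mice for the first 5 genes and below them for *Cfap126*.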

We further looked at the gene expression profiles in the kidney of these mice and found a significantly different expression (Figure S1A. Related to Figure 2). 

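The interferon-inducible genes were a list of 72 genes written from general knowledge, since the gene names in the heatmap of Figure 2K were not used here. Of these, 68 had a tested probe. The score of a mouse is the mean over these genes of log2 (sample/wild-type mean). It was 0 ± 0.65 (SD, n = 4) in the wild-type mice, 0.71 ± 1.12 in the *Fcgr2b*-/- mice, and −0.042 ± 0.43 in the double-deficient mice. The *Fcgr2b*-/- mice scored 1.92, −0.072, −0.40, and 1.38 for replicates 1 to 4, and the wild-type mice scored between −0.70 and 0.86. The difference of 0.71 between *Fcgr2b*-/- and wild-type mice did not exceed this spread (two-sided exact permutation test of the 70 relabellings, p = 0.286, where the smallest possible p is 0.029). The double-deficient mice were lower than the *Fcgr2b*-/- mice by a log2 change of −0.75 (exact permutation p = 0.314). Beside these exact tests, camera with a preset correlation of 0.01 between genes gave p = 1.78e-17 and p = 9.79e-27 for the 2 comparisons. These did not hold under fry, a rotation test that keeps the observed correlation, where the values beside the exact tests were p = 0.193 and p = 0.157. Of the 68 genes, 64 were higher in the *Fcgr2b*-/- than in the wild-type mice, 17 of them at least 2-fold. At an unadjusted p under 0.05, limma gave 10 genes, and it gave 0 both adjusted over the list alone (smallest adjusted p = 0.242) and over all probes tested (0.963). No gene of the list had all *Fcgr2b*-/- mice above all wild-type mice, so the Mann-Whitney test also gave 0. The largest increases were *Oas2* with a log2 change of 2.27 (SE 0.83), *Oas1a* with 1.86 (SE 0.60), *Slfn8* with 1.72 (SE 0.79), *Oasl2* with 1.60 (SE 0.62), and *Ccl5* with 1.49 (SE 0.67). In the double-deficient mice, 64 genes were lower than in the *Fcgr2b*-/- mice, 15 of them at least 2-fold. Again 10 genes had an unadjusted p under 0.05 in limma, 0 passed adjusted over the list alone (smallest adjusted p = 0.280) or over all probes, and 0 had non-overlapping groups. Scaling by the median of each array took the first difference to 0.55, and taking the slide as a block took the second to −0.51. Without *Fcgr2b*-/- replicate 1 the 2 differences were 0.30 and −0.35, and without *Fcgr2b*-/- replicate 3 they were 1.08 and −1.12.

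**Figure D2:**
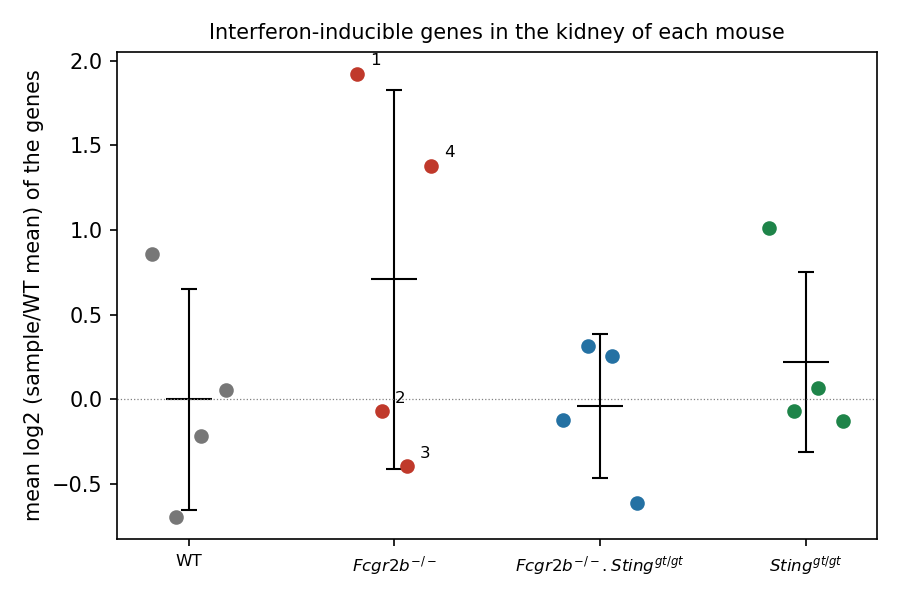
Interferon score of each mouse (y axis, mean log2 (sample/wild-type mean) over 68 interferon-inducible genes) in the 4 genotypes (x axis). Points are mice, the black dash with bars is the mean ± SD of 4 mice, and the numbers beside the *Fcgr2b*-/- points are the replicate numbers of the labels. Replicates 1 and 4 lie above every wild-type mouse, and replicates 2 and 3 lie within the range of the wild-type mice.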

The expression of interferon-inducible genes in the kidney of these mice was higher in the *Fcgr2b*^*−/−*^ mice, especially in the ones with greater severity (#003, 004), and there was a significant reduction of interferon-inducible genes in the kidneys of *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ mice (Figure 2K). However, not all of these interferon-inducible genes decreased in the *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ mice (Figure 2K). These data suggested that STING-dependent pathology mediated by both interferon and non-interferon signaling and not all of the interferon signaling in the *Fcgr2b*^*−/−*^ mice contributed by the STING pathway.

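In the double-deficient mice, 4 of the 68 interferon-inducible genes were higher than in the *Fcgr2b*-/- mice. *Samd9l* was higher by a log2 change of 0.51 (SE 0.33) and *Pml* by 0.11 (SE 0.21), whereas *Trim25* (SE 0.22) and *Rsad2* (SE 0.66) were each higher by only 0.004. *Nmi* changed least among the genes that were lower, by −0.095 (SE 0.41). None of these 5 changes exceeded the spread between the mice (adjusted p = 1.00 for each in limma). The directions of the smallest changes were not fixed. *Trim25* was at −0.083 and *Rsad2* at −0.054 after quantile normalization, and *Nmi* was at 0.082 with the slide as a block. The signal of *Nmi* in double-deficient replicate 2, at 3.77, lay apart from the other 3 mice of that group. Relative to the wild-type mean, single genes of the list in single double-deficient mice ranged from −2.19 to 1.84. In replicates 2 and 3 of these mice, 8 and 2 of the genes were at least 2-fold above the wild-type mean, and in replicates 1 and 4 there were 0.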

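The *Sting* gt/gt mice scored 0.22 ± 0.53 (SD, n = 4) over the interferon-inducible genes. This did not differ from the wild-type mice (two-sided exact permutation test, p = 0.571), and the sign of the difference turned to −0.023 when arrays were scaled by their median. The double-deficient mice did not differ from the wild-type mice either (exact permutation test, p = 0.943), with a sign that turned to 0.079 with the slide as a block. The interaction, which asks whether the loss of *Sting* acts differently with and without *Fcgr2b*, was −0.97 for the list and negative for 63 of its 68 genes, but it did not exceed the spread (permutation test with 100000 relabellings, p = 0.193). For the interaction, camera gave p = 1.8e-11 and fry p = 0.211 beside that permutation test. Over all probes, limma called 0 for the interaction, with 2234 (6.27%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.661. It also called 0 between the *Sting* gt/gt and wild-type mice, with 1339 (3.76%) at an unadjusted p under 0.05 and 127 by the unadjusted Mann-Whitney test with a 2-fold change. Between the double-deficient and wild-type mice it called 0, with 151 (0.42%) and 63 by the same measures. From the genes that were lower without STING and those that were not, the paper proposes that the STING-dependent pathology ran through both interferon and non-interferon signaling, and that part of the interferon signaling in the *Fcgr2b*-/- mice did not come from the STING pathway.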

### STING Is Essential for Inflammatory Phenotypes of the *Fcgr2b*^*−/−*^ Lupus Mice

The expression of interferon-inducible genes and interferon regulatory factors in the kidneys was confirmed by real-time PCR. The expressions of *Isg15*, *Mx1, Irf7,* and *Irf3* were upregulated in the *Fcgr2b*^*−/−*^ mice and downregulated in the absence of STING (Figures 3A–3D). Also, the expression of *Irf5*, the lupus susceptibility gene, which upregulated in the kidneys of the *Fcgr2b*^*−/−*^ mice, was Sting dependent (Figure S2A. Related to Figure 3). The splenocytes were analyzed from the mice at the age of 6–7 months to characterize the immunophenotypes. The expansion of dendritic cells (CD11c^+^) and plasmacytoid dendritic cells (CD11c^+^PDCA^+^) in the *Fcgr2b*^*−/−*^ mice diminished in the absence of Sting (Figures 3E and 3F). The reduction of T effector memory cells (CD3^+^CD4^+^CD62L^lo^CD44^hi^), germinal center B cells (B220^+^GL7^+^), and CD4^+^ICOS^+^ cells in the double-deficient mice were detected (Figures 3G, 3H, and S2B. Related to Figure 3). The percentage of IAb^+^ B cells significantly reduced in the double-deficient mice (Figure S2C. Related to Figure 3). However, the expansion of plasma cells did not show the difference between single and double-deficient mice (Figure S2D. Related to Figure 3). Besides, the percentage of CD11b^+^CD11c^−^ and F480^+^ cells did not increase in both *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^ mice and double-deficient mice (Figures S2E and S2F. Related to Figure 3). Furthermore, the sera levels of MCP-1 and TNF-α from the *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^ mice were significantly increased compared with WT mice (Figures 3I and 3J), whereas IL-1β and IL-23 did not show significant changes (Figures 3K and 3L). However, the levels of TNF-α, IL-1β, and IL-23 from the *Fcgr2b*^*−/−*^ mice significantly decreased in the absence of STING (Figures 3J–3L). These data suggested that STING mediated the inflammatory process in the *Fcgr2b*-deficient lupus mice.

**Figure 3:**
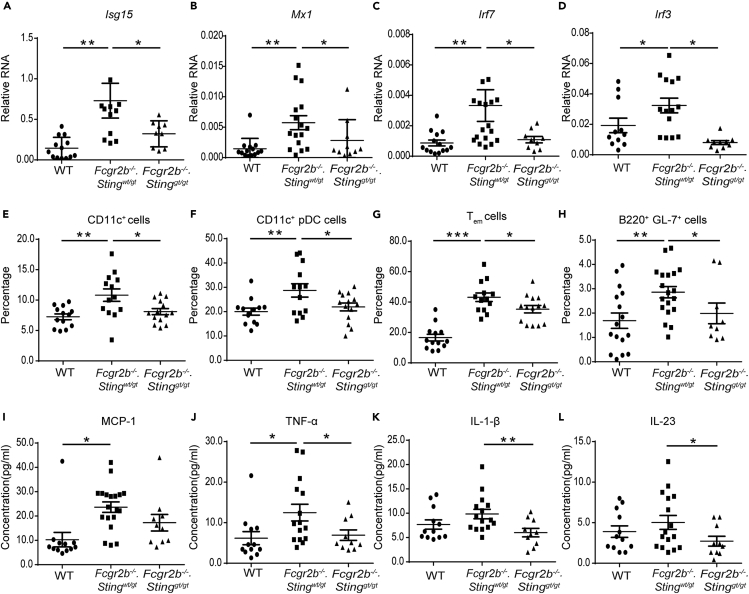
STING is Essential for Inflammatory Phenotypes of the *Fcgr2b*^*−/−*^ Lupus Mice (A–D) The relative RNA expression (normalized by actin) of (A) *Isg15*, (B) *Mx1*, (C) *Irf7*, and (D) *Irf3* from the kidneys of wild-type, *Fcgr2b*^*−/−*^*. Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice at the age of 6 months are shown (N = 10–17 per group). (E–H) Flow cytometry analysis of splenocytes isolated from wild-type, *Fcgr2b*^*−/−*^*. Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice at the age of 6–7 months (N = 13–14 per group). Data are shown in the percentage of (E) CD11c^+^, (F) plasmacytoid dendritic cells (pDC), (G) T_em_ (CD3^+^CD4^+^CD44^hi^CD62L^lo^), and (H) B220^+^GL7^+^ cells. (I–L) The sera cytokines of wild-type, *Fcgr2b*^*−/−*^*. Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice at the age of 6 months were analyzed by cytometric bead array. Serum cytokines of (I) MCP-1, (J) TNF-α, (K) IL-1β, and (L) IL-23 (N = 10–15 per group). Data are shown as mean ± SEM; ∗p < 0.05, ∗∗p < 0.01 and ∗∗∗p < 0.001.

### STING-Activated Dendritic Cells Induce the Proliferation of Naive CD4^+^ T Cells

The splenocytes of Fcgr2b−/− mice showed an increase of effector memory T cells (Tem) and Ifng expression (Figures 3G and 1G). We hypothesized that the high proportion of Tem in the Fcgr2b−/− mice might contribute to the increase of Ifng expression. We performed the intercellular staining of IFN-γ to test this assumption. The IFN-γ^+^CD4^+^ T cells from the lymph nodes of Fcgr2b−/− mice were higher than wild-type and double-deficient mice (Figures 4A–4C). These IFN-γ^+^CD4^+^ T cells isolated from lymph nodes were primed *in vivo* by DCs. The reduction of IFN-γ^+^CD4^+^ T cells in the double-deficient mice could suggest that either STING in T cells or DCs could play a role in the *in vivo* Th1 skewing.

**Figure 4:**
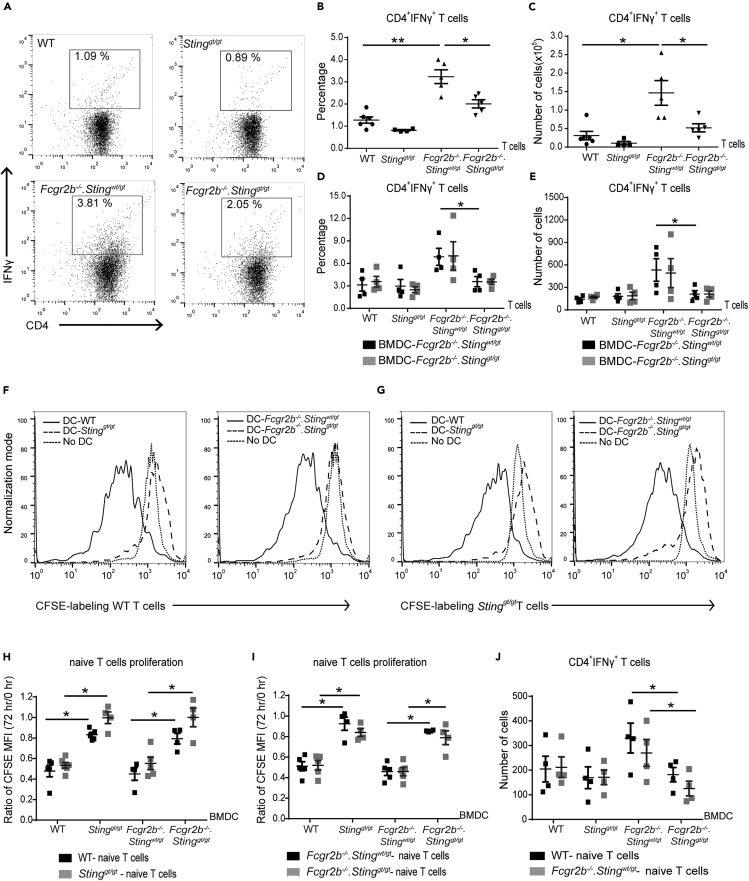
STING-Activated Dendritic Cells Induce the Proliferation of Naive CD4^+^ T Cells (A–C) Flow cytometry analysis of (A and B) intracellular staining of IFN-γ-producing CD4^+^ T cells isolated from lymph nodes of wild-type, *Sting*^*gt/gt*^, *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ mice at the age of 6–7 months. (A) Data are representative of 4–5 mice per group. (B) The percentage of IFN-γ^+^CD4^+^ T cells and (C) the number of IFN-γ^+^CD4^+^ T cells (N = 4–5 per group). (D and E) The isolated CD4^+^ T cells were co-cultured with stimulated BMDC for 6 h. The x axis shows the genotypes that CD4^+^ T cells were isolated. (D) The percentage and (E) the number of intracellular IFN-γ-producing CD4^+^ cells after co-culturing with DMXAA-activated BMDC from *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^ and *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ (6–7 months old) for 6 h (N = 4–5). (F–J) Co-culture of naive T cells with DMXAA-activated BMDC from wild-type, *Sting*^*gt/gt*^, *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ mice for 72 h. The x axis shows the genotypes that BMDCs were isolated. (F and G) The histogram of CFSE labeling T cells in the co-culture with BMDCs. Data are representative of 4–5 mice per group. (H and I) CFSE dilution of isolated naive T cells showed in the ratio of mean fluorescence intensity (MFI) at 72 h/initial labeling (time 0), and (J) the total numbers of IFN-γ^+^CD4^+^ T cells (N = 4 per group). Data are shown as mean ± SEM; ∗p < 0.05, and ∗∗p < 0.01.

Sting deficiency reduced the DC expansion in the spleen of Fcgr2b−/− mice (Figure 3E). We hypothesized that DC of the Fcgr2b−/− mice might promote the expansion of Tem and IFN-γ^+^ T cells. Thus, we co-cultured T cells with BMDC to check if the STING-expressing DC could directly influence the IFN-γ production in T cells. The co-culture for 6 h between CD4^+^ T cells (from every genotype) and STING-activated BMDC from either Fcgr2b−/− or double-deficient mice showed similar numbers of IFN-γ^+^CD4^+^ T cells (Figures 4D and 4E). However, the number of IFN-γ^+^CD4^+^ T cells isolated from Fcgr2b−/− mice in the co-culture with BMDC was higher than the isolated CD4^+^ cells from double-knockout mice regardless of STING expression on BMDC (Figures 4D and 4E). These data suggested that T cell priming of whole CD4^+^ T cells by DCs was not affected by the presence or absence of STING because Th1 cells in *Fcgr2b*^*−/−*^ T cells were fully differentiated *in vivo*. This experiment suggested that STING-expressing DC could not promote the primed T cells *in vivo* to produce more IFN-γ.

Next, we tested if STING-expressing DC could prime naive T cells to proliferate and differentiate into IFN-γ-producing T cells. The purified naive T cells were labeled with CFSE and co-cultured with STING-activated BMDC for 72 h. The CFSE dilution assay showed that STING-expressing DC induced the proliferation of naive T cells regardless of STING expression on T cells (Figures 4F–4I). Interestingly, only BMDC from the Fcgr2b−/− mice induced the differentiation of Th1 cells regardless of the STING expression on naive T cells (Figure 4J). These co-culture experiments indicated that intrinsic STING expression on DC, but not on T cells, promoted Th1 differentiation. The data suggested that STING activation promoted the maturation of DC in the Fcgr2b−/− mice, which subsequently primed the naive CD4^+^ T cells to proliferate and become the IFN-γ-producing T cells.

### STING Activation Promotes the Maturation of Dendritic Cells and the Differentiation of Plasmacytoid Dendritic Cells

The cGAS/STING pathway is essential for DC activation (Marinho et al., 2018). STING-activating DC can induce naive T cells to proliferate and produce IFN-γ (Figures 4H–4J), which suggested STING may enhance the maturation of DC to become professional antigen-presenting cells. We hypothesized that STING signaling could mediate the expansion of DC in the *Fcgr2b*^*−/−*^ mice. The bone-marrow-derived dendritic cells (BMDCs) were differentiated into immature DCs and subsequently stimulated with STING ligands (DMXAA), DMSO, and LPS (as a control) to assess if STING played a role in DC maturation. The LPS control induced the immature DC to increase the expression of MHC-II (IA-b) and CD80, which suggested the phenotypes of mature DC, from both *Sting*-sufficient and *Sting*-deficient mice (Figures 5A and 5C). The immature DC from wild-type and *Fcgr2b*^*−/−*^ mice also showed the increasing percentage of IA-b^+^ and CD80^+^ DC cells after DMXAA stimulation; the *Sting*-deficient mice did not develop these mature phenotypes (Figures 5B and 5D). The supernatant from BMDC culture with DMXAA stimulation showed an increase in the concentration of IL-1α, IL-6, TNF-α, and MCP-1 in the wild-type and *Fcgr2b*^*−/−*^ mice but not in *Sting*-deficient mice and double-deficient mice (Figures 5E–5H).

**Figure 5:**
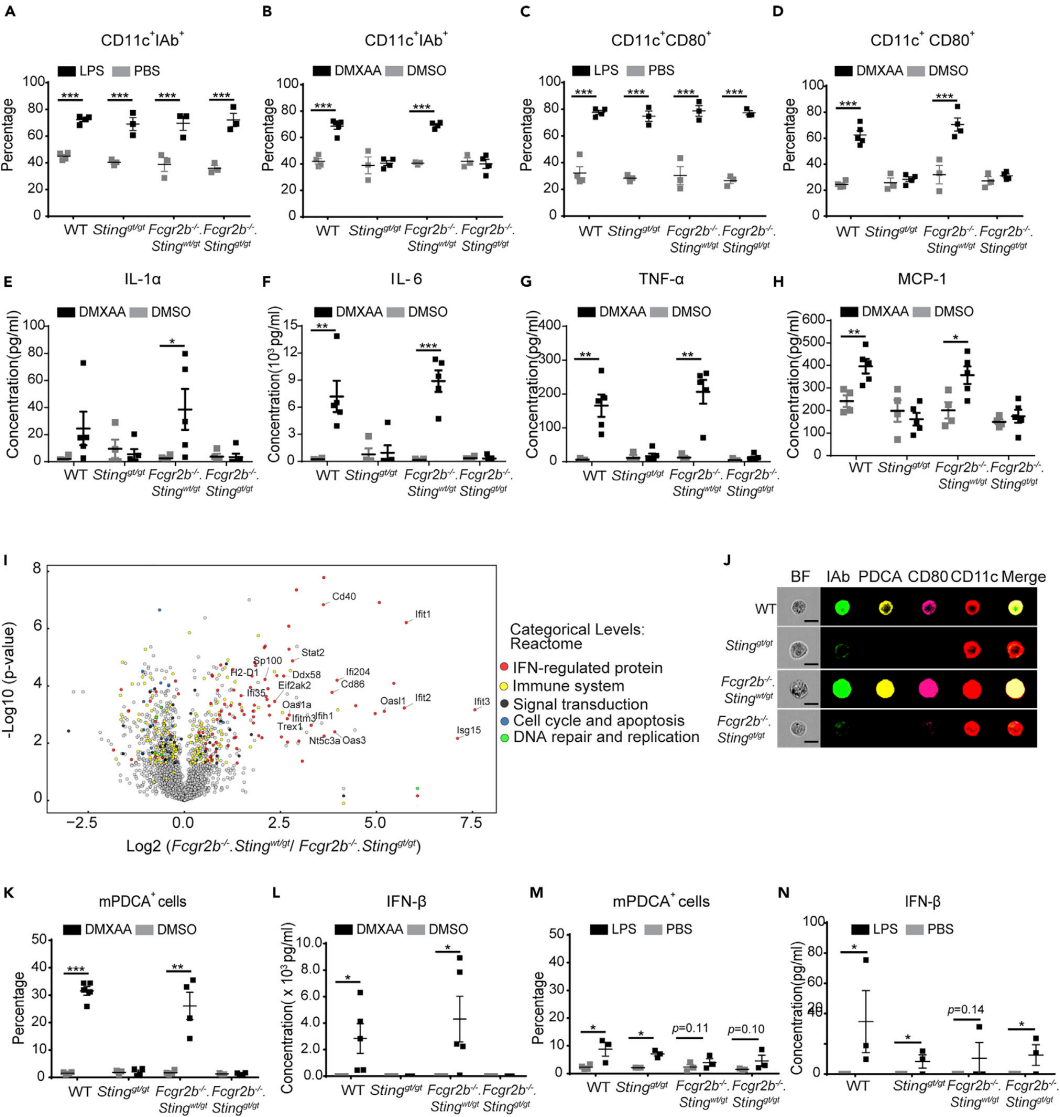
STING Activation Promotes the Maturation of Dendritic Cells and the Differentiation of Plasmacytoid Dendritic Cells Bone marrows were isolated from wild-type, *Sting*^*gt/gt*^, *Fcgr2b*^*−/−*^*. Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^*. Sting*^*gt/gt*^ mice at the age of 6 months. (A–D) IL-4 and G-CSF differentiated bone marrow-derived dendritic cells (BMDC) for 5 days were stimulated with LPS or DMXAA for 24 h. Flow cytometry analysis shows the percentage of (A and B) CD11c^+^ IAb^+^ cells and (C and D) CD11c^+^CD80^+^ cells. (E–H) Supernatants were collected and analyzed after DMXAA stimulation for 24 h. Cytometric bead array shows the levels of (E) IL-1α, (F) IL-6, (G) TNF-α, and (H) MCP-1. (I) Volcano plot of protein expressions from proteomic analysis of DMXAA-activated BMDC of *Fcgr2b*^*−/−*^*. Sting*^*wt/gt*^, and *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ mice at the age of 6–7 months (N = 4 per group). (J) Imaging flow cytometry of DMXAA-activated BMDC shows the representative staining of IAb (green), mPDCA (yellow), CD80 (pink), and CD11c (red) (N = 3 mice per group). (K and M) The percentage of pDC (PDCA^+^ cells) after (K) DMXAA activation and (M) LPS activation for 24 h (N = 3–4 per group). (L and N) The level of IFN-β from the culture supernatant of activated BMDC with (L) DMXAA and (N) LPS (N = 5 per group). Data are shown as mean ± SEM; ∗p < 0.05, ∗∗p < 0.01 and ∗∗∗p < 0.001.

To better understand the mechanisms of STING in DC differentiation, we performed the proteomic analysis of STING-activated BMDC in the *Fcgr2b*^*−/−*^ mice compared with the double-deficient mice. The volcano plot showed the proteins that were highly expressed were interferon-regulated proteins (Figure 5I and Table S1. Lists of up and down of regulated proteins. Related to Figure 5). This finding may result from the increase of IFN-I production in the culture medium, which could upregulate the interferon-regulated proteins. We hypothesized that STING might promote the differentiation of pDC (a significant producer of IFN-I). The *in vitro* culture of BMDC with DMXAA and LPS (as a control) showed a significant increase in pDC and IFN-β with DMXAA but not with LPS stimulation (Figures 5K–5N). Also, we demonstrated the morphology of these cells by the imaging flow cytometry and found the pDCs expressed CD80 as well (Figure 5J). To confirm that activation of STING via another ligand results in DC differentiation, we stimulated the BMDC with cGAMP. The stimulation of STING with cGAMP increased the amount of CD11c^+^IAb^+^ (Figure S3A. Related to Figure 5), CD11c^+^CD80^+^ (Figure S2B. Related to Figure 5), and mPDCA^+^ cells (Figure S3C. Related to Figure 5). These data suggested that the STING signaling pathway mediated DC maturation and pDC differentiation.

### STING Activation Induced DC Maturation and Promoted the Interaction between LYN and STING in DC

STING-interacting proteins were identified by immunoprecipitation (IP) using the STING antibody that targets the N-terminal region of the protein. STING-activating BMDC with DMXAA for 3 h was immunoprecipitated and analyzed by mass spectrometry (Table S2. Lists of STING interacting proteins. Related to Figure 6). Among the proteins detected, LYN, a member of Src family kinases, has been shown to function in the maturation of DC and pDC response (Chu and Lowell, 2005; Dallari et al., 2017). Immunoprecipitation confirmed that LYN interacted with STING after DMXAA stimulation in WT BMDC, whereas LYN constitutively interacted with STING in the *Fcgr2b*-deficient BMDC (Figures 6A and 6C). This interaction could result from the intrinsic activation of STING in the *Fcgr2b*^*−/−*^ mice. This activation did not change the protein abundance of LYN and STING in total cell lysate (Figures 6B and 6D). Also, the western blot from both IP and cell lysate showed another fainting band of STING after the activation; this protein was identified by mass spectrometry as the phosphorylation of STING (Ser357) (Figures S4A–S4B. Related to Figure 6). The activation of STING increased the phosphorylation of LYN (Tyr507) and AKT (Ser473), which were inhibited by PP2 (Figures 6E and S5D–S5E. Related to Figure 6).

**Figure 6:**
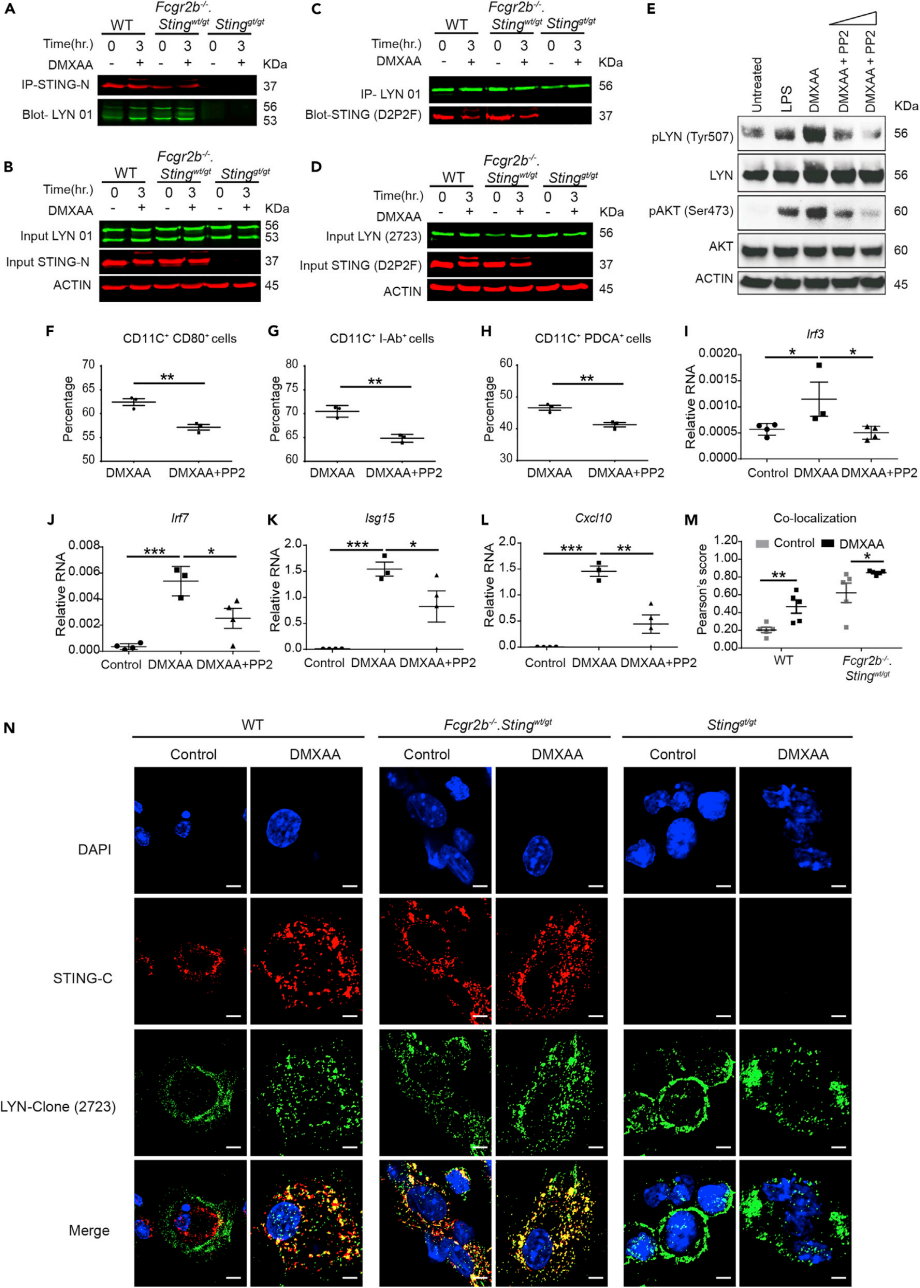
STING Activation Induced DC Maturation and Promoted the Interaction between LYN and STING in DC (A–D) Fluorescent western blot shows (A) the immunoprecipitation (IP) with STING-N (red) and blots with Lyn (green) and (B) cell lysate of activated BMDC with DMXAA at 0 and 3 h (C) A reverse IP using the Lyn antibody and blot with STING antibody and (D) cell lysate of activated BMDC with DMXAA at 0 and 3 h. Data show a representative of four experiments. (E–L) (E) Western blot analysis of Sting-activated BMDC with or without PP2 inhibitor showed the phosphorylation of Lyn (Try507) and Akt (Ser473). Data are representative of three mice per group. Sting-activated BMDCs were cultured with Lyn inhibitor (PP2) and analyzed by (F–H) flow cytometry shows the percentage of (F) CD80^+^CD11c^+^, (G) I-Ab^+^CD11c^+^, and (H) PDCA^+^CD11c^+^ cells (N = 3 per group), and (I–L) the relative RNA expression (normalized by actin) of (I) *Irf3*, (J) *Irf7*, (K) I*sg15*, and (L) *Cxcl10* are shown (N = 4 per group). (M and N) Confocal microscopy of DMXAA-activated BMDC from WT, *Sting*^*gt/gt*^, and *Fcgr2b*^*−/−*^*. Sting*^*wt/gt -*^ mice for 6 h. (M) The quantification of colocalization signals between STING and Lyn (N = 5 per group). Data are shown as mean ± SEM; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001. (N) Immunofluorescence staining of BMDC shows Lyn (green), STING (red), and DAPI (blue) (scale bar, 20 μm). Data show a representative of five experiments.

Lyn kinase regulates DC maturation, and genetic deletion of *Lyn* ablates pDC (Chu and Lowell, 2005; Dallari et al., 2017). We hypothesized that STING promoted DC maturation and pDC differentiation through LYN signaling pathway, and the inhibition of LYN should affect the STING-induced BMDC differentiation. The *in vitro* data showed that pan SFK inhibitor PP2 decreased STING-mediated expression of IAb and CD80 on conventional DC (Figures 6F, 6G, and S4C. Related to Figure 6) and the differentiation of pDC (Figure 6H). Next, we tested whether PP2 inhibited STING-mediated signaling. The PP2 decreased the mRNA expression of *Irf3*, *Irf7*, *Isg15*, and *Cxcl10* in the STING-stimulated BMDC (Figures 6I–6L). These data suggested that PP2 treatment reduced the enhanced expression of ISG via STING activation.

To confirm the physical interaction between STING and LYN, we identified the colocalization of STING and LYN in the BMDC using two different clones of anti-STING and anti-LYN antibodies (Figures 6N and S5A. Related to Figure 6). The quantification of fluorescence signaling showed a significant increase in colocalization of STING and LYN upon STING stimulation (Figures 6M and S5C. Related to Figure 6). The *Fcgr2b*-deficient BMDC constitutively showed a certain degree of the colocalization between STING and LYN, whereas the activation of STING promoted more interaction (Figure 6N). Also, FYN, a member of the Src family kinases (SFKs), has been shown to have functional role in pDC maturation and PP2 inhibited both LYN and FYN signaling (Dallari et al., 2017). Therefore, we identified if FYN colocalized with STING and found that FYN did not colocalize with STING (Figure S5B. Related to Figure 6). These data suggested that activation of STING induced LYN interaction and mediated maturation and differentiation of conventional DCs and pDCs.

### Adoptive Transfer of *Sting*-Expressing BMDC Induces Lupus Development in the *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ Mice

The STING signaling pathway activated the immature BMDC to differentiate into the mature DC and pDC. The dendritic cells are significant producers of inflammatory cytokines and capable of promoting T cell proliferation and differentiation. We proposed that STING may induce the lupus disease by initially acting through the DC activation. We performed the adoptive transfer of the STING-activated BMDC derived from *Fcgr2b*^*−/−*^ mice into WT recipient mice to test this hypothesis. The recipient WT mice developed the autoimmune phenotypes, including the production of anti-dsDNA (Figure S6A. Related to Figure 7), expansion of Tem (Figure S6B. Related to Figure 7), CD4^+^ICOS^+^ (Figure S6C. Related to Figure 7), CD138^+^ (Figure S6D. Related to Figure 7), germinal center B cells (Figure S6E. Related to Figure 7), and minimal immune complex deposition in the kidneys (Figures S6F–S6G. Related to Figure 7). Although only minimal IgG deposition was detected, these data suggested that STING-activated BMDC can induce autoimmunity. The background of WT recipient mice may not promote the overt phenotypes of autoimmune disease.

Next, we performed the reconstitution experiment by adoptive transfer of STING-activated BMDC into the double-deficient mice. The level of anti-dsDNA significantly increased in the mice receiving *Sting*-sufficient BMDC compared with those receiving *Sting*-deficient BMDC and control (Figure 7A). The transfer of BMDC in the double-deficient mice did not increase the expression of *Isg15*, *Mx1*, and *Irf7* (Figures 7B–7D); however, *Irf3* increased in the kidney of the recipient mice (Figure 7E).

**Figure 7:**
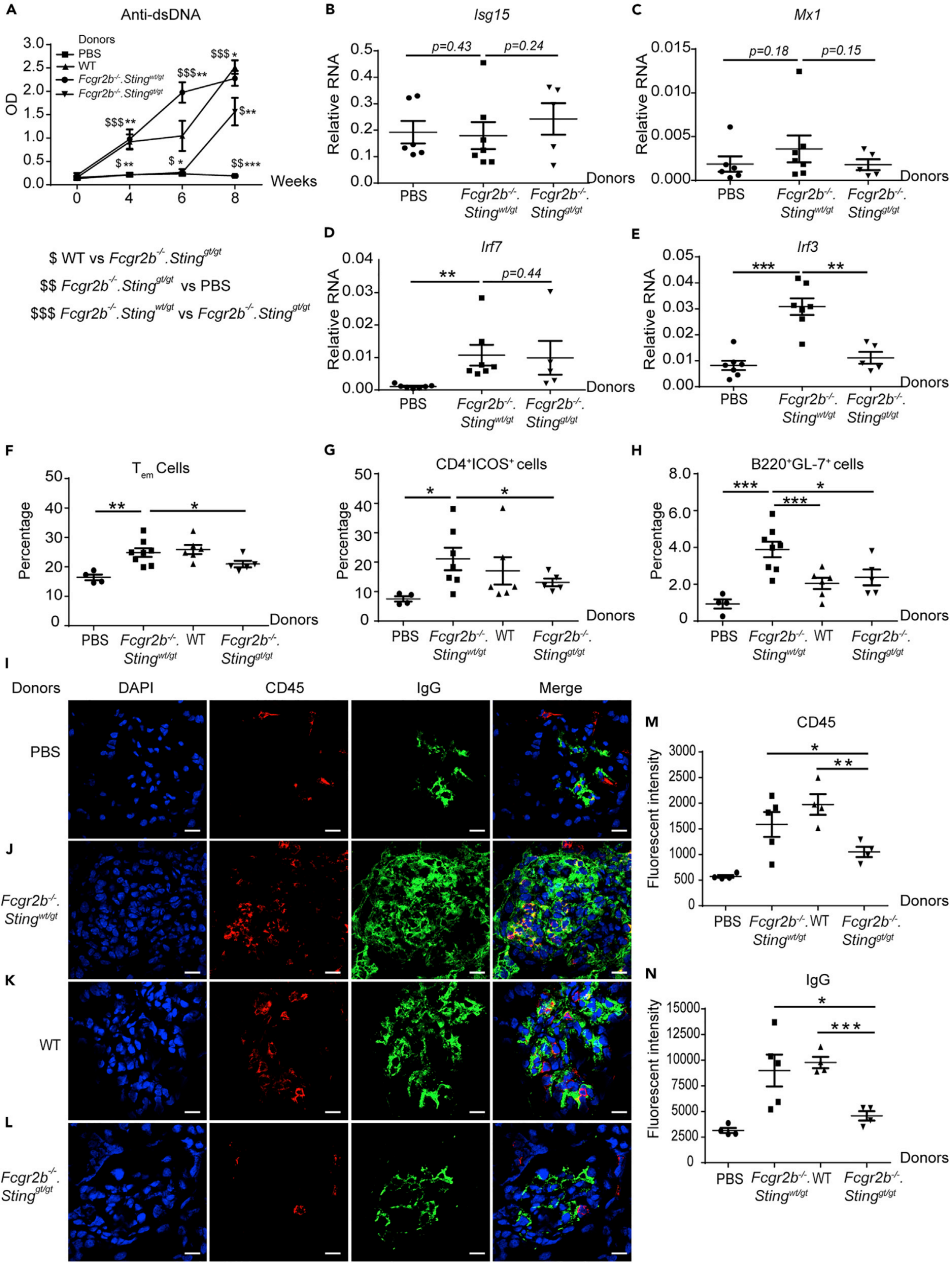
Adoptive Transfer of *Sting*-Expressing BMDC Induces Lupus Development in the *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ Mice DMXAA-activated BMDC from *Fcgr2b*^*−/−*^.*Sting*^*wt/gt*^, WT, and *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ were transferred into the recipient mice (*Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^). (A) The level of anti-dsDNA from the sera (1:100) measured by ELISA (N = 5–10 per group). The dollar sign ($) shows the comparison between the groups. (B–E) The relative RNA expressions (normalized by actin) of (B) *Isg15*, (C) *Mx1*, (D) *Irf7*, and (E) *Irf3* in the kidney of the mice receiving BMDC are shown (N = 5–6 per group). (F–H) Flow cytometry analysis of recipient splenocytes after BMDC transferred every 2 weeks for four times shows the percentage of (F) T_em_ (CD4^+^CD44^hi^CD62L^lo^), (G) CD4^+^ICOS^+^ cells, (H) B220^+^GL7^+^ cells (N = 5–10 per group). (I–L) Immunofluorescence staining of the kidney from the *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^ recipient mice after the transfer with (I) PBS control, DMXAA-activated BMDC from (J) *Fcgr2b*^*−/−*^.*Sting*^*wt/gt*^, (K) WT, and (L) *Fcgr2b*^*−/−*^.*Sting*^*gt/gt*^. The confocal microscope shows DAPI (blue), CD45 (red), and IgG (green). The representative of four experiments (scale bar, 10 μm). (M and N) The quantification of fluorescence intensity of (M) CD45, and (N) IgG staining. Data are shown as mean ± SEM; ∗p < 0.05, ∗∗p < 0.01, and ∗∗∗p < 0.001.

The analysis of spleens showed an increase in the percentage of T_em_ and CD4^+^ICOS^+^ in recipient mice that received STING-activated BMDC derived from WT or *Fcgr2b*^*−/−*^*.Sting*^*wt/gt*^ mice when compared with the PBS control and double-deficient BMDC injection group (Figures 7F and 7G). These data suggested that T cell phenotypes required STING expression in BMDC. Interestingly, only *Sting*-sufficient BMDC from *Fcgr2b*^−/-^, but not WT mice, induced the spontaneous germinal center B cell formation. Also, *Sting*-deficient BMDC from *Fcgr2b*^−/-^ did not increase germinal center B cell (Figure 7H). Next, we examined the immunofluorescence staining to identify the immune complexes at the kidney of the recipient. The recipient of *Sting*-sufficient BMDC showed an increase of IgG deposition and CD45^+^ cell infiltration, whereas *Sting*-deficient BMDC did not (Figures 7I–7N).

Nevertheless, the *Fcgr2b*^*−/−*^ BMDC induced more immune complexes and CD45^+^ cells in the kidneys (Figures 7J and 7K). The results suggested that the restoration of the STING signaling pathway in dendritic cells is essential for lupus development in the *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ mice. The *Sting*-sufficient BMDC induced the lupus phenotypes in the double-deficient mice via the activation of T and B cells, which led to autoantibody production rather than promote type I IFN signaling.

## Discussion

A gain-of-function mutation in STING has been identified as a gene responsible for a subpopulation of patients with SLE, and STING-dependent interferon-inducible genes correlated with disease activity (Kato et al., 2018; Konig et al., 2017). However, there are no functional data of STING in a lupus mouse model that are relevant to human SLE. The 129/B6.*Fcgr2b*^*−/−*^ mice carrying Nba2 region expressed constitutively *Ifi202*. The CD19^+^ cells from B6.Nba2 show the increase of *Ifi202* and the decrease of *Sting* expression (Panchanathan et al., 2013). However, the overexpression of *Ifi202* can activate the Sting-dependent IFN-I response and the 129/B6.*Fcgr2b*^*−/−*^ mice increase the expression of IFN-β (Brunette et al., 2012; Panchanathan et al., 2011). Here, we detected the high expression of *Sting*, *Ifn-β*, and interferon-inducible genes from the spleen of these mice. The activation of cGAS leads to cGAMP production and subsequently activates STING signaling (Sun et al., 2013; Wu et al., 2013). The increase of cGAMP in the 129/B6.*Fcgr2b*^*−/−*^ mice raised the question of the natural origin of DNA that stimulates the cGAS-STING pathway. The *Fcgr2b*^*−/−*^ mice showed the cGAMP overproduction, whereas the disruption of STING decreased the level of cGAMP in the *Fcgr2b*^*−/−*^ mice. On the contrary to a previous study, the increase of cGAMP in *Trex1* and *DnaseII*-deficient mice was upregulated in the absence of STING (Gao et al., 2015). TREX1 degrades double-stranded DNA, whereas oxidized DNA is resistant to TREX1-mediated degradation (Gehrke et al., 2013; Grieves et al., 2015). Also, DNASE II cleaves native dsDNA but works less effectively for denaturized DNA (Laukova et al., 2020). Moreover, the mitochondrial DNA (mtDNA) releasing into the cytosol can trigger the IFN-I response and accelerates the severity of a mouse model of lupus disease (Kim et al., 2019). The mtDNA released into the cytosol activates the cGAS-STING pathway in cisplatin-induced tubular inflammation (Maekawa et al., 2019). Since the absence of STING reduced the level of cGAMP in the *Fcgr2b*^*−/−*^ mice, but not in the *Trex1*^*−/−*^ and *DnaseII*^*−/−*^ mice, the intrinsic DNA origin that constitutively activates the STING-cGAS pathway should be different among these autoimmune mouse models. The *Fcgr2b*^*−/−*^*.Sting*^*gt/gt*^ mice did not develop overt kidney inflammation; thus, it is likely to release less amount of oxidized mtDNA. The cytosolic DNA that constitutively activates STING-cGAS pathway in the *Fcgr2b*^*−/−*^ mice may originate from stress-induced mitochondrial DNA leakage from inflammation. These findings suggested that specific types of DNA from different compartments could be sensed and activated through the STING-cGAS pathway.

Although STING functions as a negative regulator in the Mrl/*lpr* lupus mice (Sharma et al., 2015), our data show that STING is required for the lupus development in the 129/B6.*Fcgr2b*^*−/−*^ mice. STING may also play a crucial role in other lupus mouse models, which contained the Nba2 region. The survival of the 129/B6.*Fcgr2b*^*−/−*^ mice depend on autoantibody production and glomerulonephritis (Bolland et al., 2002; Pisitkun et al., 2012). STING is required for the antibody production induced by cyclic-di-GMP *in vitro* (Walker et al., 2018). These data suggested that STING facilitated the autoantibody production, inflammatory cell infiltration, and glomerulonephritis in the 129/B6.*Fcgr2b*^*−/−*^ mice. The expression of interferon-inducible genes associated with SLE disease activity (Feng et al., 2006). 

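The number of the 68 interferon-inducible genes at least 2-fold above the wild-type mean was 56 in *Fcgr2b*-/- replicate 1, 1 in replicate 2, 0 in replicate 3, and 46 in replicate 4. Among the wild-type mice themselves it was 28 in replicate 1, 0 in replicate 2, 1 in replicate 3, and 0 in replicate 4. The highest gene reached a log2 (sample/wild-type mean) of 4.72 in *Fcgr2b*-/- replicate 1, where 11 genes were beyond 3, and 3.03 in replicate 4, where 1 gene was. In replicates 2 and 3 the highest gene reached 1.03 and 0.96. *Oas2*, relative to the 75th percentile of the array, was at 2.56, −1.65, −1.21, and 0.73 in *Fcgr2b*-/- replicates 1 to 4 and at −2.16 ± 1.45 (SD, n = 4) in the wild-type mice. The pathology scores of these mice were not analysed here.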

We detected the very high expression of IFN-inducible genes in the kidneys of 129/B6.*Fcgr2b*^*−/−*^ mice showed severe pathology. 

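Of the 64 interferon-inducible genes higher in the *Fcgr2b*-/- than in the wild-type mice, 62 (96.9%) were lower in the double-deficient than in the *Fcgr2b*-/- mice. Both comparisons use the same 4 *Fcgr2b*-/- arrays, so part of this opposition arises with no effect at all. The share had a median of 74.2% over 100 random relabellings of the arrays, with 0.792% and 100% as the 2.5 and 97.5 percentiles, so the observed share lies within them, and a median of 65.8% over 100 simulated sets of unchanged groups. Across the genes of the list, which are not independent replicates, the 2 changes had a correlation of −0.89, against a median of −0.56 in the relabelled sets (−0.88 to 0.25 between the same percentiles, which the observed value lies just beyond) and −0.47 in the simulated sets. Over all tested probes the correlation was −0.82 (−0.86 to 0.24 in the relabelled sets), within its percentiles.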

The absence of STING signaling in the *Fcgr2b*^*−/−*^ mice partly decreased the expression of interferon-inducible genes in the kidney. The kidneys in the experiment were not perfused; thus, we cannot conclude that the IFN signature expressed in the kidney derived from the blood or kidney. These data suggested that other nucleic acid sensors may promote the type I interferon production or signaling in the *Fcgr2b*^*−/−*^ mice as well, and STING-dependent lupus phenotypes do not mediate only through type-I interferon pathway.

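Red-cell transcripts were read as a measure of the blood left in these kidneys, which holds only where kidney cells do not make them. Over 8 measured genes of a list of red-cell genes, the mean log2 change was −0.27 between the *Fcgr2b*-/- and wild-type mice (camera adjusted p = 0.171, fry adjusted p = 0.614), and −0.052 between the double-deficient and *Fcgr2b*-/- mice (camera adjusted p = 0.568, fry adjusted p = 0.969). Between the double-deficient and wild-type mice it was −0.32, which camera called (adjusted p = 0.00202) and fry did not (adjusted p = 0.960). The hemoglobin gene *Hba-a1* was at 9.16 ± 0.48 (SD, n = 4) in the wild-type mice, 8.90 ± 0.072 in the *Fcgr2b*-/- mice, 8.70 ± 0.57 in the double-deficient mice, and 9.40 ± 0.63 in the *Sting* gt/gt mice. The near-identical *Hba-a2*, from which the probe need not be distinct, moved alike. *Slc4a1*, also of the list, did not always follow *Hba-a1*. It was highest in replicate 4 of the wild-type and *Sting* gt/gt mice, at 3.563 and 3.355. *Hba-a1* was highest in their replicates 2 and 3, at 9.644 and 10.095. In both *Fcgr2b*-deficient groups the same replicate was highest for the 2 genes. The list may therefore not measure blood alone. The list holds no genes of white blood cells, so the origin of their RNA was not tested.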

STING expresses and functions differentially depending on the cell types. STING signals synergistically with B cell receptor signaling to promote antibody response (Walker et al., 2018). Our results showed that spontaneous germinal center B cells and MHC-II expression in the *Fcgr2b*^*−/−*^ mice were *Sting* dependent. However, plasma cell expansion was *Sting* independent. These data suggested STING may contribute to the autoantibody production through memory B cells. STING also activates T cells, which induced type I IFN production and mediated cell death (Larkin et al., 2017). Nevertheless, we found that the increase of T effector memory (T_em_) in the *Fcgr2b*^*−/−*^ mice was *Sting* dependent. The expansion of T_em_ may directly mediate through the interaction with antigen-presenting cells, not via Sting signaling in T cells.

STING agonist (DMXAA)-treated mice show the increased expression of CD80, CD86, and MHC-II on DC, suggesting the mature phenotypes of DC as the antigen-presenting cells (APCs) (Curran et al., 2016). We observed the reduction of DC expansion in the *Fcgr2b*^*−/−*^ mice, which depended on STING signaling. We confirmed that STING was required for DC maturation and cytokine production. These DCs became professional APCs and could promote T cell differentiation. The IFN-γ-producing CD4^+^ cells in the spleen of the *Fcgr2b*^*−/−*^ mice were reduced in the absence of STING. The *Sting*-expressing DCs derived from WT and *Fcgr2b*^*−/−*^ mice stimulated naive T cells to proliferate; however, the ability of T cells to differentiate and produce IFN-γ did not depend on intrinsic *Sting* expression on T cells. Interestingly, only DCs from the *Fcgr2b*^*−/−*^ mice can increase the IFN-γ production in CD4^+^ T cells. These data suggested the DC from the *Fcgr2b*^*−/−*^ mice have the intrinsic property that promotes the generation of IFN-γ-producing CD4^+^ T cells.

The cGAS-STING signaling can activate human pDCs to produce IFN-I, and knockdown of *Sting* using siRNA in CAL-1 cells can cause the reduction of IFN response (Bode et al., 2016). The proteomic data showed the upregulation of interferon-regulated protein after STING activation with DMXAA, which implied that the culture environment should enrich with type-I IFN. STING activation led to phosphorylation of Ser357 of mouse Sting (homolog Ser358 in human Sting), and this site is phosphorylated by TBK1 which subsequently promoting type I IFN production (Tanaka and Chen, 2012; Zhong et al., 2008). The identification of pDC after STING activation uncovered the role of STING in the differentiation of pDC. These data revealed that STING was essential for the generation of pDCs. Besides, our study identified several STING-interacting proteins by mass spectrometry. Lyn kinase has been shown to have role in the differentiation of pDC (Dallari et al., 2017). The recruitment of LYN to STING after DMXAA stimulation suggested STING-mediated signaling through Lyn kinase. Also, the proteomics data of STING-activated BMDC showed a significant increase of phosphoinositide 3-kinase adapter protein 1 (Pik3ap1) and receptor of activated protein C kinase 1 (Rack1) (Table S1. Lists of up- and down-regulated proteins. Related to Figure 5). Pik3ap1 is an adaptor that signals to the phosphoinositide 3-kinase (PI3K) (Aiba et al., 2008). LYN and RACK1 are co-immunoprecipitated in membrane complexes (Sutton et al., 2013). Also, RACK1 silencing affected the phosphorylation of AKT (Liu et al., 2017). Our data suggest that the downstream of STING-LYN signaling mediated through the PI3K-AKT pathway. The inhibition of Lyn kinase with PP2 inhibitor during STING activation diminished DC maturation and pDC differentiation. The PP2 also is a broad inhibitor of other Src kinase family. However, we could identify the interaction of LYN and STING by mass spectrometry, immunoprecipitation, and colocalization during STING activation. All of these data suggested STING-mediated differentiation of BMDC probably through the LYN signaling pathway.

The duration of the transfer experiment was 8 weeks. Thus, the phenotypes that have changed would not be apparent lupus, but still, the hallmarks of lupus disease settled down in the recipient mice. However, the increase of anti-dsDNA in the serum, immune complex deposition, and inflammatory cell infiltration in the kidney were detected in the recipient mice when transferring the STING-sufficient BMDC into the double-deficient recipient mice.

The depletion of pDC ameliorates the autoimmune phenotypes in BXSB lupus-prone mice and B6.Nba2 mice (Davison and Jørgensen, 2015; Rowland et al., 2014). Our data strongly suggested STING involving in DC function both DC maturation and pDC differentiation. Adoptive transfer of *Sting*-sufficient BMDCs can induce autoantibody production and immune complex deposition regardless of the *Fcgr2b* status. However, the absence of *Fcg2b* in the BMDC can accelerate the severity of autoimmune phenotypes and notably increase inflammatory cell infiltration in the kidney of the double-deficient recipient mice.

The transfer of *Sting*-sufficient *Fcgr2b*^*−/−*^ BMDC led to an increase of *Irf3* expression but not *Isg15, Mx1, and Irf7.* Irf3 is a transcription factor downstream of STING signaling pathway (Burdette et al., 2011). These data suggested that *Irf3* expression in the kidney was STING-dependent BMDC, whereas other ISGs may depend on the intrinsic STING expression of the resident cells in the kidney. Besides, the transfer of *Sting*-sufficient *Fcgr2b*^*−/−*^BMDC could increase the effector T cell and germinal center B cells in the spleens of the recipient mice. These data suggested that STING expression on BMDC is essential for the initiation of autoimmunity in the double-deficient mice via the activation of T and B cells, which led to autoantibody production rather than the promotion of type I IFN signaling.

In summary, this study established the vital function of STING in the autoimmune *Fcgr2b*^*−/−*^ lupus mouse model, thus providing a reliable tool for future mechanistic and preclinical studies of STING in SLE. These findings provide proof of the concept that inhibition of STING signaling may be a candidate targeted treatment for a subset of patients with SLE.

### Limitations of the Study

This study identified the functional role of LYN in the differentiation of BMDC based on the PP2 inhibitor, which is a broad inhibitor for the Src kinase family. The *Lyn*-deficient BMDC will be solid proof to conclude that STING mediated DC differentiation via LYN kinase. However, the identification of LYN that immunoprecipitated with STING in BMDC by mass spectrometry but not other members of the Src family suggested the interaction of LYN and STING in the BMDC. Furthermore, we showed the vital role of STING in the *Fcgr2b*-deficient mice, one of the lupus mice models. The study of STING function in the human SLE in the future research would suggest the promising target to inhibit STING signaling in the treatment of SLE.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to the Lead Contact, Dr. Prapaporn Pisitkun ().

#### Materials Availability

Materials are available from the corresponding author on a reasonable request.

#### Data and Code Availability

The microarray data are available at Gene Expression Omnibus: GSE142594 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142594.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRoteomics IDEntifications (PRIDE) partner repository with the dataset identifier PXD019239.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: STING Mediates Lupus via the Activation of Conventional Dendritic Cell Maturation and Plasmacytoid Dendritic Cell Differentiation
**Source:** iScience. 2020 Sep 4;23(9):101530. doi: 10.1016/j.isci.2020.101530
**Supplement:** Document S1. Transparent Methods, Figures S1–S6, and Table S2

## **Supplemental Information**

### **STING Mediates Lupus via the Activation of Conventional Dendritic Cell Maturation and Plasmacytoid Dendritic Cell Differentiation**

**Arthid Thim-uam, Thaneas Prabakaran, Mookmanee Tansakul, Jiradej Makjaroen, Piriya Wongkongkathap, Naphat Chantaravisoot, Thammakorn Saethang, Asada Leelahavanichkul, Thitima Benjachat, Søren Paludan, Trairak Pisitkun, and Prapaporn Pisitkun**

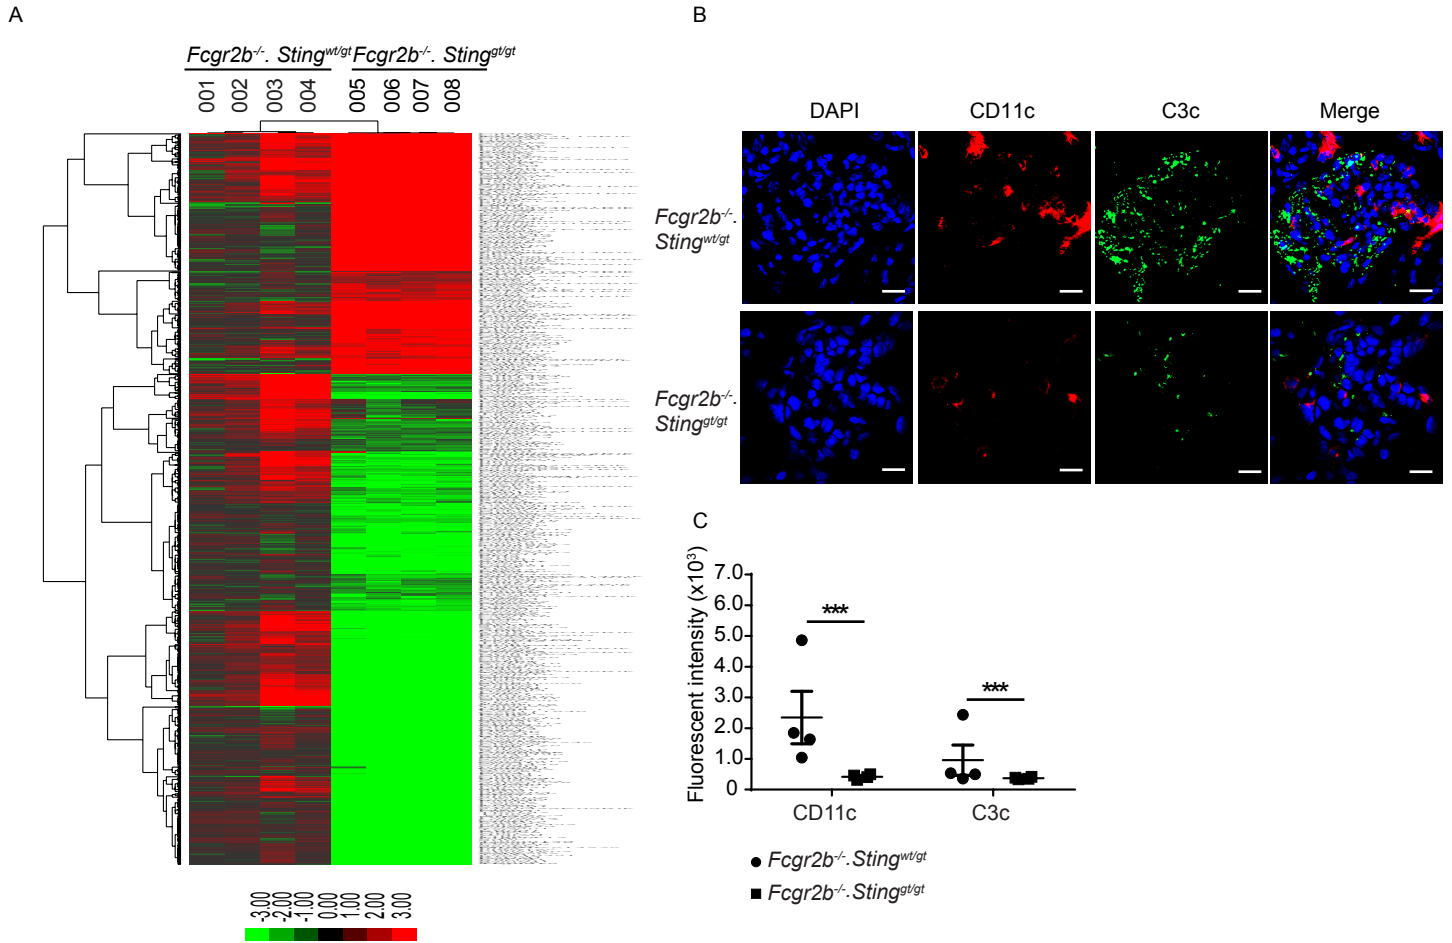

**Figure S1. Phenotypes of kidney in the *Fcgr2b<sup>-/-</sup>. Sting<sup>wt/gt</sup>* and *Fcgr2b<sup>-/-</sup>. Sting<sup>gt/gt</sup>* mice at the age of 6-8 months, Related to Figure 2.** (A) Genes expression profiles of kidneys in the *Fcgr2b<sup>-/-</sup>. Sting<sup>wt/gt</sup>* and *Fcgr2b<sup>-/-</sup>. Sting<sup>gt/gt</sup>* mice. A heat map of microarray data shows the genes that significantly changed up to 2 fold compared between *Fcgr2b<sup>-/-</sup>. Sting<sup>wt/gt</sup>* and *Fcgr2b<sup>-/-</sup>. Sting<sup>gt/gt</sup>* mice (N=4 mice per group;  $p < 0.05$ ). Data show in log2 (sample/wild-type). (B) Immunofluorescence staining of the kidneys from *Fcgr2b<sup>-/-</sup>. Sting<sup>wt/gt</sup>* and *Fcgr2b<sup>-/-</sup>. Sting<sup>gt/gt</sup>* mice shows C3c (green), CD11c (red), and DAPI (blue). Data are representative of 4 mice per group (scale bar=10  $\mu$ m). (C) The quantification of fluorescence intensity of CD11c and C3c was analyzed by ZEISS ZEN Microscope Software (Carl Zeiss, Germany) (N=4 mice per group). Data show as mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$ ).

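The two-tailed Mann-Whitney test, which the methods name for the whole paper, has a smallest exact p of 0.029 with 4 mice against 4, and it reaches this only where every mouse of one group lies above every mouse of the other. On the arrays, this held for 364 (1.02%) of the probes between the double-deficient and *Fcgr2b*-/- mice, where chance gives 2.86%. Of these, the probes at least 2-fold apart were 10 higher and 31 lower in the double-deficient mice. After Benjamini-Hochberg adjustment the same test gave 0, as did limma.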

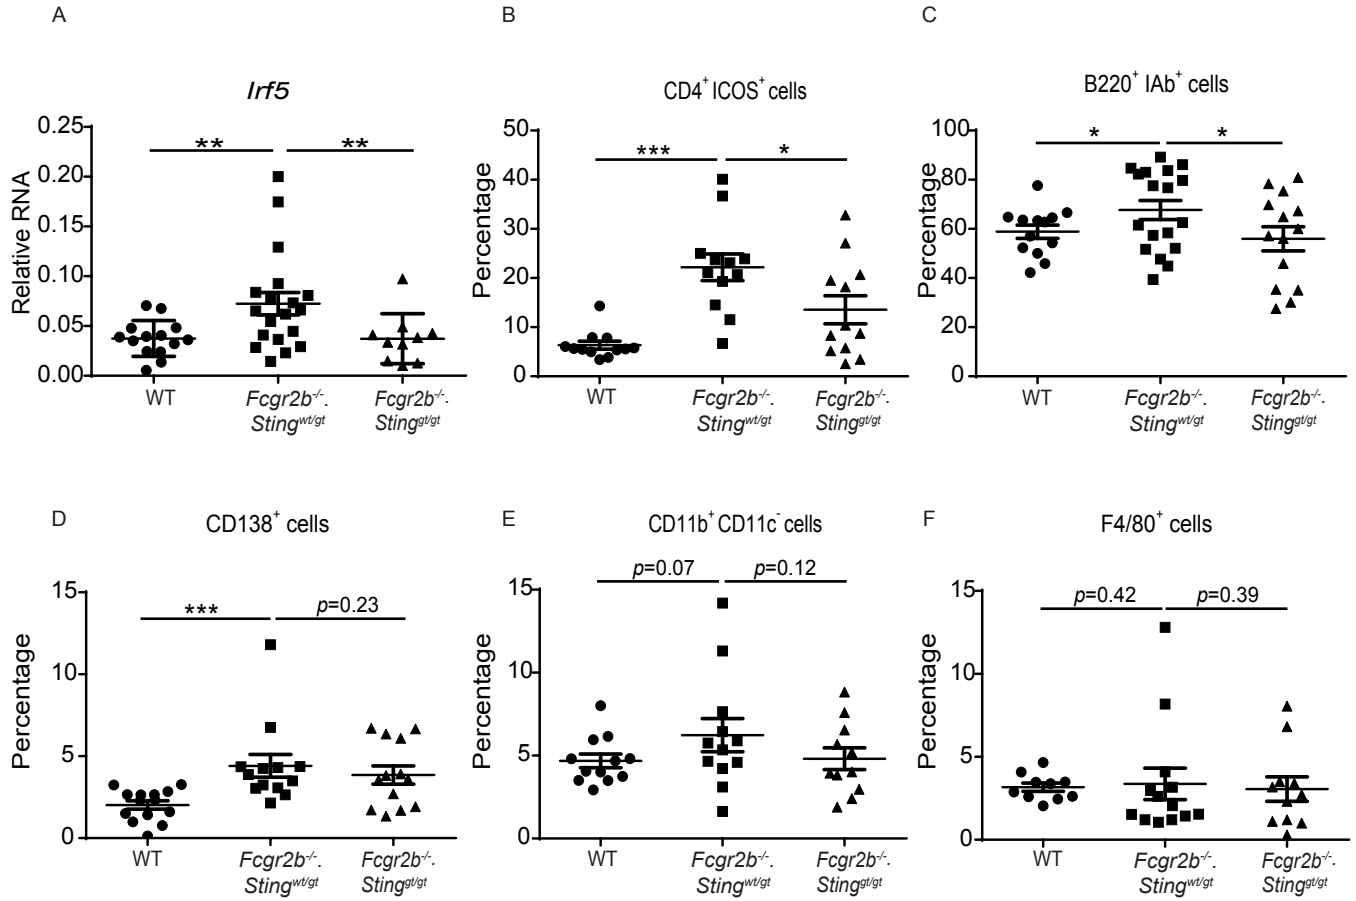

**Figure S2. STING signaling is essential for immuno-phenotypes of the *Fcgr2b*<sup>-/-</sup> *Sting*<sup>wt/gt</sup> lupus mice, Related to Figure 3.** (A) Gene expression from the kidneys of WT, *Fcgr2b*<sup>-/-</sup> *Sting*<sup>wt/gt</sup> and *Fcgr2b*<sup>-/-</sup> *Sting*<sup>gt/gt</sup> mice at the age of 6 months were tested by real-time PCR. The relative RNA (normalized by actin) of (A) *Irf5* is shown (N=10-17 per group). (B-F) Flow cytometry analysis of splenocytes isolated from WT, *Fcgr2b*<sup>-/-</sup> *Sting*<sup>wt/gt</sup> and *Fcgr2b*<sup>-/-</sup> *Sting*<sup>gt/gt</sup> mice at the age of 6-7 months (N= 13-14 per group). Data shown in the percentage of (B) CD4<sup>+</sup> ICOS<sup>+</sup> cells, (C) B220<sup>+</sup> I-Ab<sup>+</sup> cells, (D) CD138<sup>+</sup> cells, (E) CD11b<sup>+</sup> CD11c<sup>-</sup> cells and (F) F4/80<sup>+</sup> cells. Data show as mean ± SEM (\*p < 0.05, \*\*p < 0.01 and \*\*\*p < 0.001).

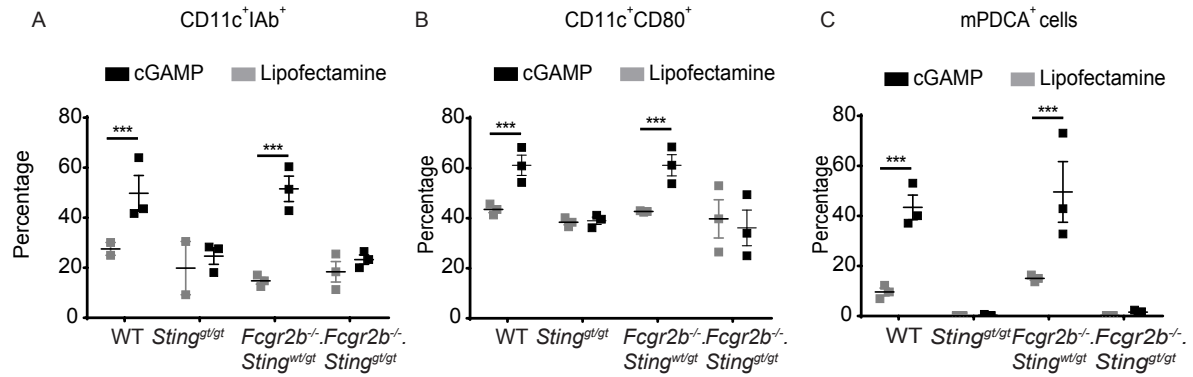

**Figure S3. STING activation promotes the maturation of dendritic cells and the differentiation of plasmacytoid dendritic cells, Related to Figure 5.** Bone marrows were isolated from WT, *Sting*<sup>gt/gt</sup>, *Fcgr2b*<sup>-/-</sup>, *Sting*<sup>wt/gt</sup> and *Fcgr2b*<sup>-/-</sup>, *Sting*<sup>gt/gt</sup> mice at the age of 6 months. (A-C) Bone marrow-derived dendritic cells were differentiated with IL-4 and GM-CSF differentiated for five days and subsequently stimulated with cGAMP for 24 hours. Flow cytometry analysis shows the percentage of (A) CD11c<sup>+</sup> IAb<sup>+</sup> cells and (B) CD11c<sup>+</sup> CD80<sup>+</sup> cells, and (C) PDCA<sup>+</sup> cells after cGAMP activation (N=3). Data show as mean ± SEM; \*p < 0.05, \*\*p < 0.01 and \*\*\*p < 0.001.

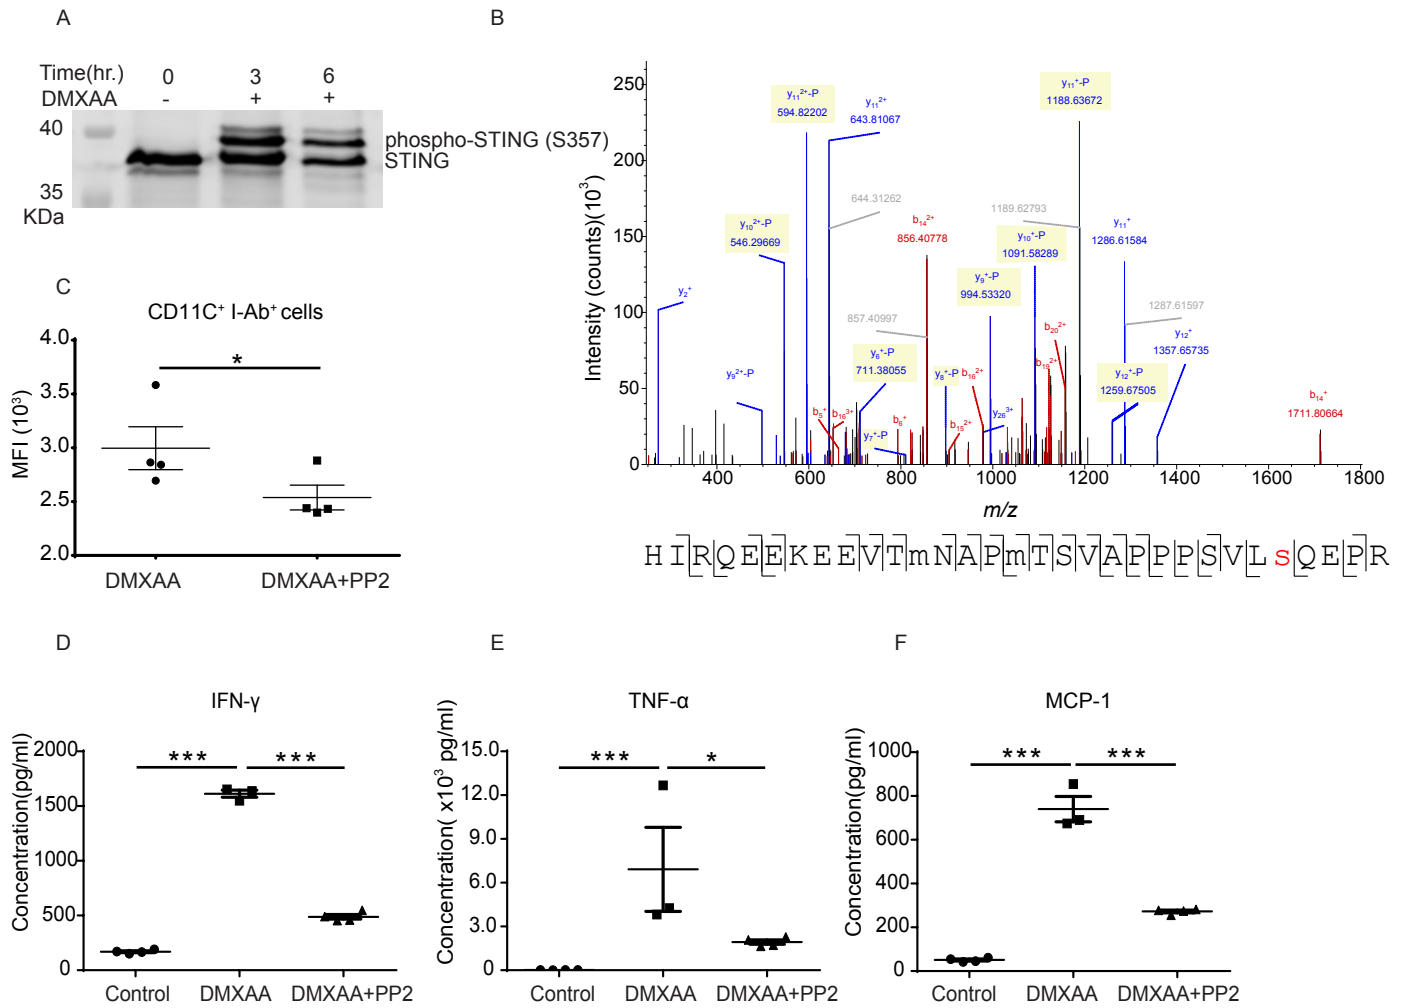

**Figure S4. Phenotypes of STING activated dendritic cells, Related to Figure 6.** (A) Representative of western blot analysis from immunoprecipitation with STING of *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>wt/gt</sup> mice (N= 4). The BMDC was activated with DMXAA at 0, 3, and 6 hours. The band is shown in STING protein and phosphorylation of STING at Ser357. (B) Mass spectra of phosphorylation of STING at Ser357 of activated BMDC from *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>wt/gt</sup> mice after stimulated with DMXAA for 3 hours and followed by immunoprecipitation with Sting. (C) Sting-activated BMDC were co-cultured with PP2 (Lyn inhibitor) and analyzed by flow cytometry. The mean fluorescence intensity (MFI) of IAb expressing DC from *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>wt/gt</sup> mice is shown (N = 4 mice per group). Data show as mean  $\pm$  SEM; \*p < 0.05. (D-F) Supernatants were collected and analyzed after DMXAA stimulation with or without PP2 inhibitor for 3 hours. Cytokines in the supernatant were detected by cytometric bead array shows the levels of (D) IFN- $\gamma$ , (E) TNF- $\alpha$  and (F) MCP-1 (N=3-4). Data show as mean  $\pm$  SEM; \*p < 0.05, \*\*p<0.01 and \*\*\*p<0.001.

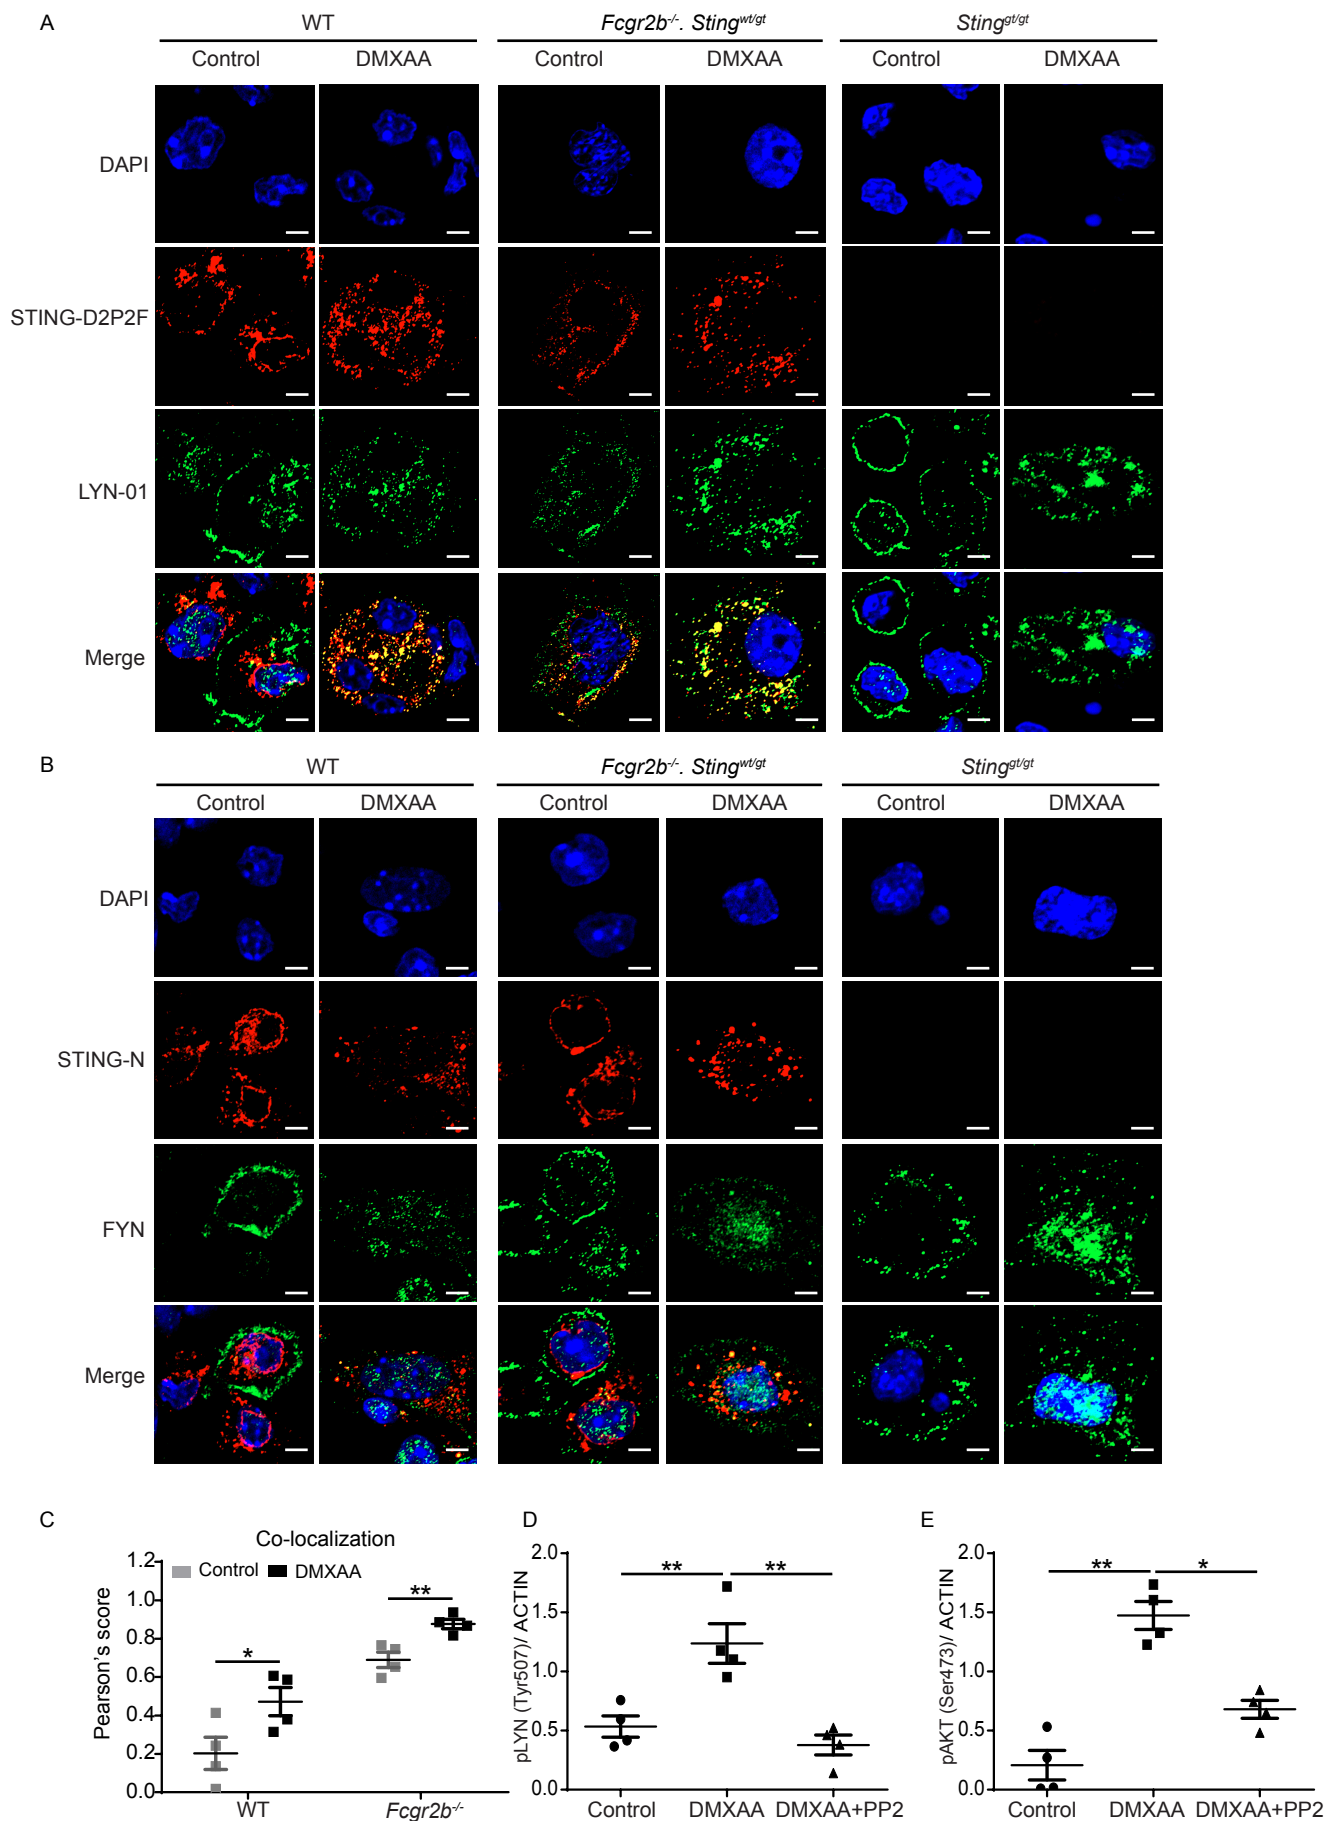

**Figure S5. STING activation induces the co-localization with LYN in the differentiation of BMDC, Related to Figure 6.**

(A-B) The confocal microscope of DMXAA activated BMDC from WT, *Fcgr2b<sup>-/-</sup>. Sting<sup>wt/gt</sup>* and *Sting<sup>gt/gt</sup>* mice for 6 hours.

(A) Staining BMDC with Lyn (01) in green, STING-C (D2P2F) in red, and DAPI in blue is shown. (B) Staining BMDC

with Fyn in green, Sting-N in red, and DAPI in blue (scale bar=20 um). The representative of 5 experiments is shown.

(C) Co-localization score of STING and LYN were analyzed by ZEISS ZEN Microscope Software (Carl Zeiss, Germany)

(N=4 mice per group). (D) Quantification of western blot of (D) pLYN (Tyr507) and (E) pAKT (Ser473) were analyzed by

ImageJ software. Data show as mean± SEM; \*p < 0.05, \*\*p<0.01, and \*\*\*p<0.001.

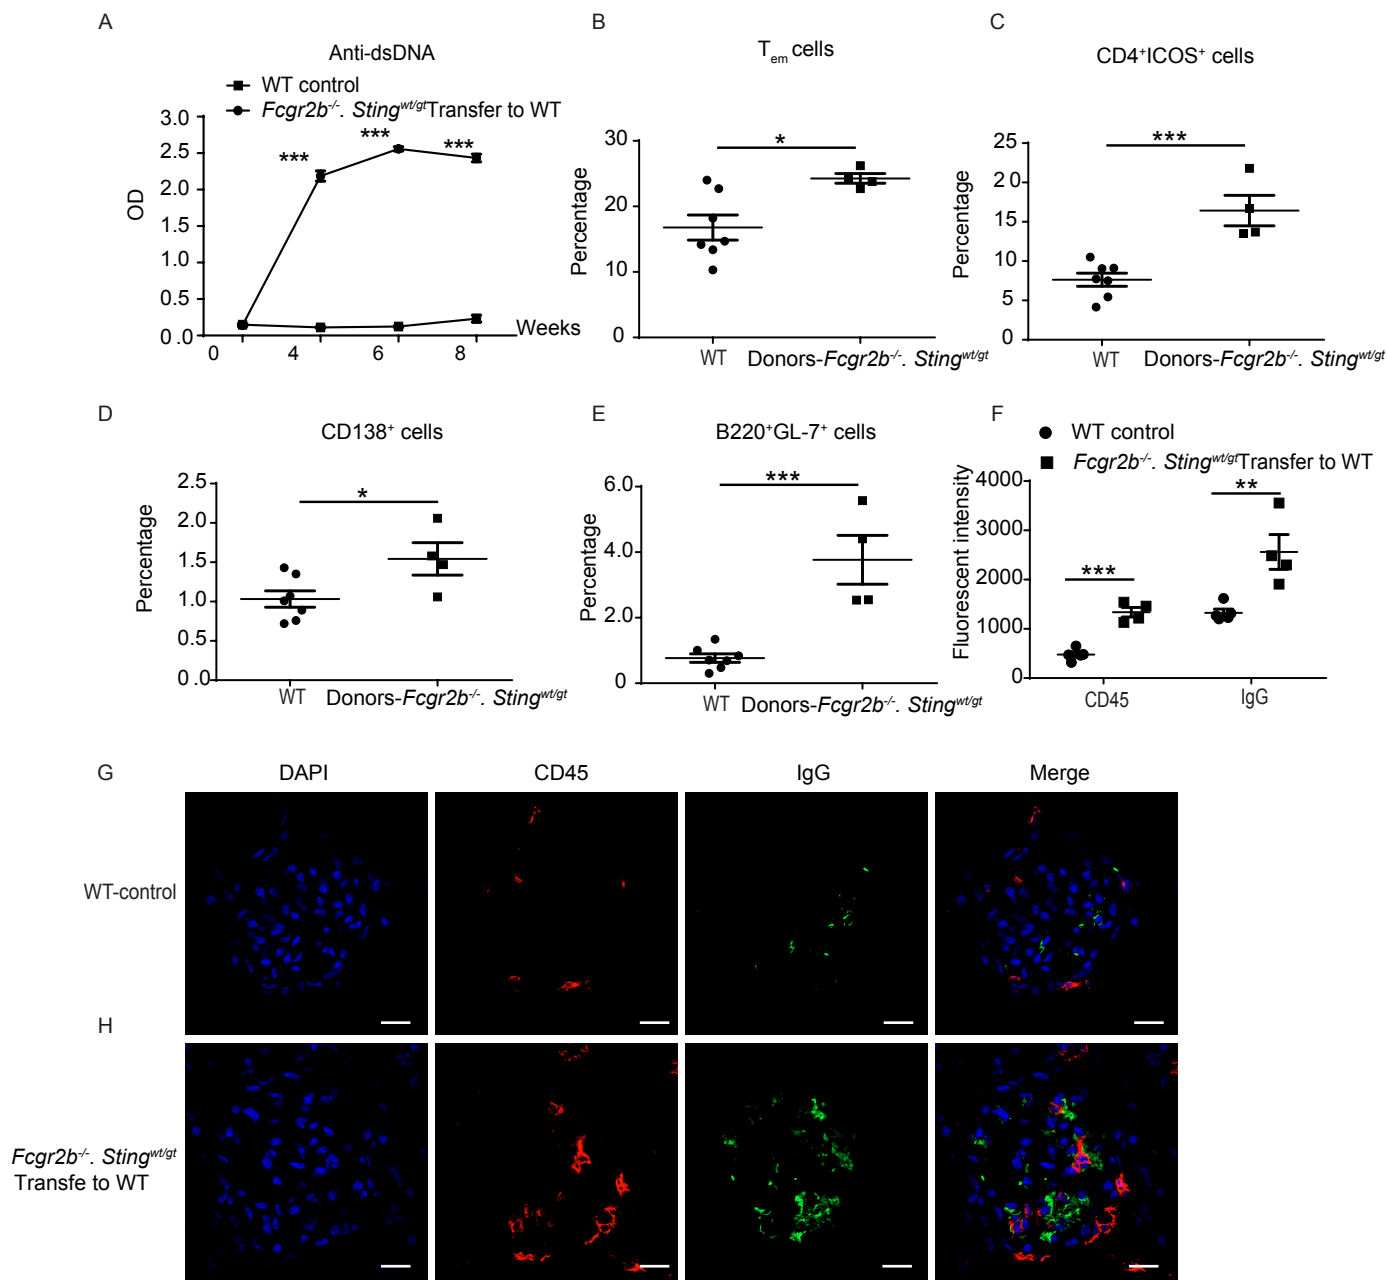

**Figure S6. Adoptive transfer of Sting expressing BMDC induces autoimmunity in WT mice, Related to Figure 7.**

Transfer of DMXAA activated BMDC from *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>wt/gt</sup> were transferred into the recipient WT mice. (A) The level of anti-dsDNA from the sera (1:100) measured by ELISA (N=4-5 per group) were tested every 2 weeks after transfer. (B-E) Flow cytometry analysis of recipient splenocytes after BMDC transferred every 2 weeks for 4 times show the percentage of (B) effector T cells (CD4<sup>+</sup>CD44<sup>hi</sup>CD62L<sup>lo</sup>), (C) CD4<sup>+</sup>ICOS<sup>+</sup> cells, (D) CD138<sup>+</sup> cells, and (E) B220<sup>+</sup>GL7<sup>+</sup> cells (N=4-7 per group). (F) Quantification of fluorescence intensity of CD45 and IgG were analyzed by ZEISS ZEN Microscope Software (Carl Zeiss, Germany) (N=4-5 mice per group). Data show as mean ± SEM; \*p < 0.05, \*\*p < 0.01 and \*\*\*p < 0.001. (G-H) Immunofluorescence staining on the kidneys of IgG in green, CD45 in red, and DAPI in blue from (G) non-transferred WT mice and (H) *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>wt/gt</sup> recipient WT mice are shown. Data are representative of 4-5 mice per group (scale bar=10 μm).

**Table S2. Lists of STING interacting proteins, Related to Figure 6**

| Accession | Gene name | Description                                                                        |
|-----------|-----------|------------------------------------------------------------------------------------|
| P60710    | Actb      | Actin, cytoplasmic 1 [OS=Mus musculus]                                             |
| Q922U2    | Krt5      | Keratin, type II cytoskeletal 5 [OS=Mus musculus]                                  |
| P50446    | Krt6a     | Keratin, type II cytoskeletal 6A [OS=Mus musculus]                                 |
| Q6IME9    | Krt72     | Keratin, type II cytoskeletal 72 [OS=Mus musculus]                                 |
| Q9Z2K1    | Krt16     | Keratin, type I cytoskeletal 16 [OS=Mus musculus]                                  |
| P05213    | Tuba1b    | Tubulin alpha-1B chain [OS=Mus musculus]                                           |
| P21956    | Mfge8     | Lactadherin [OS=Mus musculus]                                                      |
| Q8BFR5    | Tufm      | Elongation factor Tu, mitochondrial [OS=Mus musculus]                              |
| Q3UV17    | Krt76     | Keratin, type II cytoskeletal 2 oral [OS=Mus musculus]                             |
| Q3TBT3    | Tmem173   | Isoform 2 of Stimulator of interferon genes protein [OS=Mus musculus]              |
| P20152    | Vim       | Vimentin [OS=Mus musculus]                                                         |
| P13020    | Gsn       | Gelsolin [OS=Mus musculus]                                                         |
| Q3TRJ4    | Krt26     | Keratin, type I cytoskeletal 26 [OS=Mus musculus]                                  |
| O35744    | Chil3     | Chitinase-like protein 3 [OS=Mus musculus]                                         |
| Q9QWL7    | Krt17     | Keratin, type I cytoskeletal 17 [OS=Mus musculus]                                  |
| P01027    | C3        | Complement C3 [OS=Mus musculus]                                                    |
| P62631    | Eef1a2    | Elongation factor 1-alpha 2 [OS=Mus musculus]                                      |
| E9Q557    | Dsp       | Desmoplakin [OS=Mus musculus]                                                      |
| P62737    | Acta2     | Actin, aortic smooth muscle [OS=Mus musculus]                                      |
| Q8C669    | Peli1     | E3 ubiquitin-protein ligase pellino homolog 1 [OS=Mus musculus]                    |
| P01029    | C4b       | Complement C4-B [OS=Mus musculus]                                                  |
| Q3UHH1    | Zswim8    | Zinc finger SWIM domain-containing protein 8 [OS=Mus musculus]                     |
| P47856    | Gfpt1     | Glutamine-fructose-6-phosphate aminotransferase (isomerizing) 1 [OS=Mus musculus]  |
| P70248    | Myo1f     | Unconventional myosin-I f [OS=Mus musculus]                                        |
| Q5SUA5    | Myo1g     | Unconventional myosin-I g [OS=Mus musculus]                                        |
| Q9WTI7    | Myo1c     | Unconventional myosin-I c [OS=Mus musculus]                                        |
| P57780    | Actn4     | Alpha-actinin-4 [OS=Mus musculus]                                                  |
| Q9CZU3    | Mtrex     | Superkiller viralicidic activity 2-like 2 [OS=Mus musculus]                        |
| Q9CYA6    | Zcchc8    | Zinc finger CCHC domain-containing protein 8 [OS=Mus musculus]                     |
| Q9QXS1    | Plec      | Plectin [OS=Mus musculus]                                                          |
| Q8VDD5    | Myh9      | Myosin-9 [OS=Mus musculus]                                                         |
| P62830    | Rpl23     | 60S ribosomal protein L23 [OS=Mus musculus]                                        |
| P01942    | Hba       | Hemoglobin subunit alpha [OS=Mus musculus]                                         |
| Q9WV32    | Arpc1b    | Actin-related protein 2/3 complex subunit 1B [OS=Mus musculus]                     |
| P62874    | Gnb1      | Guanine nucleotide-binding protein G(i)/G(s)/G(t) subunit beta-1 [OS=Mus musculus] |
| P62908    | Rps3      | 40S ribosomal protein S3 [OS=Mus musculus]                                         |
| Q9CPR4    | Rpl17     | 60S ribosomal protein L17 [OS=Mus musculus]                                        |
| Q9CYL5    | Glpr2     | Golgi-associated plant pathogenesis-related protein 1 [OS=Mus musculus]            |
| P47757    | Capzb     | Isoform 3 of F-actin-capping protein subunit beta [OS=Mus musculus]                |
| P25444    | Rps2      | 40S ribosomal protein S2 [OS=Mus musculus]                                         |
| P60867    | Rps20     | 40S ribosomal protein S20 [OS=Mus musculus]                                        |
| P07356    | Anxa2     | Annexin A2 [OS=Mus musculus]                                                       |

| Accession | Gene name | Description                                                                               |
|-----------|-----------|-------------------------------------------------------------------------------------------|
| Q6ZWN5    | Rps9      | 40S ribosomal protein S9 [OS=Mus musculus]                                                |
| P35700    | Prdx1     | Peroxiredoxin-1 [OS=Mus musculus]                                                         |
| P15331    | Prph      | Isoform 3u of Peripherin [OS=Mus musculus]                                                |
| P62702    | Rps4x     | 40S ribosomal protein S4, X isoform [OS=Mus musculus]                                     |
| Q8CGP2    | Hist1h2bp | Isoform 2 of Histone H2B type 1-P [OS=Mus musculus]                                       |
| Q60765    | Atf3      | Cyclic AMP-dependent transcription factor ATF-3 [OS=Mus musculus]                         |
| Q3V132    | Slc25a31  | ADP/ATP translocase 4 [OS=Mus musculus]                                                   |
| P58137    | Acot8     | Acyl-coenzyme A thioesterase 8 [OS=Mus musculus]                                          |
| P62267    | Rps23     | 40S ribosomal protein S23 [OS=Mus musculus]                                               |
| P59999    | Arcp4     | Actin-related protein 2/3 complex subunit 4 [OS=Mus musculus]                             |
| P14131    | Rps16     | 40S ribosomal protein S16 [OS=Mus musculus]                                               |
| P08752    | Gnai2     | Guanine nucleotide-binding protein G(i) subunit alpha-2 [OS=Mus musculus]                 |
| Q64444    | Ca4       | Carbonic anhydrase 4 [OS=Mus musculus]                                                    |
| Q9DC51    | Gnai3     | Guanine nucleotide-binding protein G(k) subunit alpha [OS=Mus musculus]                   |
| Q9D8B3    | Chmp4b    | Charged multivesicular body protein 4b [OS=Mus musculus]                                  |
| Q8VED5    | Krt79     | Keratin, type II cytoskeletal 79 [OS=Mus musculus]                                        |
| P11928    | Oas1a     | 2'-5'-oligoadenylate synthase 1A [OS=Mus musculus]                                        |
| Q9R0N7    | Syt7      | Isoform 4 of Synaptotagmin-7 [OS=Mus musculus]                                            |
| P99024    | Tubb5     | Tubulin beta-5 chain [OS=Mus musculus]                                                    |
| P68372    | Tubb4b    | Tubulin beta-4B chain [OS=Mus musculus]                                                   |
| P68369    | Tuba1a    | Tubulin alpha-1A chain [OS=Mus musculus]                                                  |
| P68368    | Tuba4a    | Tubulin alpha-4A chain [OS=Mus musculus]                                                  |
| Q62191    | Trim21    | E3 ubiquitin-protein ligase TRIM21 [OS=Mus musculus]                                      |
| Q9JJZ2    | Tuba8     | Tubulin alpha-8 chain [OS=Mus musculus]                                                   |
| Q99JY9    | Actr3     | Actin-related protein 3 [OS=Mus musculus]                                                 |
| P54987    | Acod1     | Cis-aconitate decarboxylase [OS=Mus musculus]                                             |
| Q8JZX4    | Rbm17     | Splicing factor 45 [OS=Mus musculus]                                                      |
| P19973    | Lsp1      | Lymphocyte-specific protein 1 [OS=Mus musculus]                                           |
| P25911    | Lyn       | Tyrosine-protein kinase Lyn [OS=Mus musculus]                                             |
| P16951    | Atf2      | Cyclic AMP-dependent transcription factor ATF-2 [OS=Mus musculus]                         |
| Q9R112    | Sqor      | Sulfide:quinone oxidoreductase, mitochondrial [OS=Mus musculus]                           |
| P60843    | Eif4a1    | Eukaryotic initiation factor 4A-I [OS=Mus musculus]                                       |
| P97793    | Alk       | ALK tyrosine kinase receptor [OS=Mus musculus]                                            |
| P61161    | Actr2     | Actin-related protein 2 [OS=Mus musculus]                                                 |
| P16460    | Ass1      | Argininosuccinate synthase [OS=Mus musculus]                                              |
| Q92511    | Atad3     | ATPase family AAA domain-containing protein 3 [OS=Mus musculus]                           |
| P63017    | Hspa8     | Heat shock cognate 71 kDa protein [OS=Mus musculus]                                       |
| Q64213    | Sf1       | Splicing factor 1 [OS=Mus musculus]                                                       |
| Q6NXH9    | Krt73     | Keratin, type II cytoskeletal 73 [OS=Mus musculus]                                        |
| Q02257    | Jup       | Junction plakoglobin [OS=Mus musculus]                                                    |
| Q91YQ5    | Rpn1      | Dolichyl-diphosphooligosaccharide-protein glycosyltransferase subunit 1 [OS=Mus musculus] |
| P38647    | Hspa9     | Stress-70 protein, mitochondrial [OS=Mus musculus]                                        |
| Q8BMJ8    | Sp8       | Transcription factor Sp8 [OS=Mus musculus]                                                |
| Q62167    | Ddx3x     | ATP-dependent RNA helicase DDX3X [OS=Mus musculus]                                        |

| Accession | Gene name | Description                                                           |
|-----------|-----------|-----------------------------------------------------------------------|
| Q9WUA3    | Pfkip     | ATP-dependent 6-phosphofructokinase, platelet type [OS=Mus musculus]  |
| A2BIM8    | Mup18     | major urinary protein 18 [OS=Mus musculus]                            |
| Q8K1L0    | Creb5     | Cyclic AMP-responsive element-binding protein 5 [OS=Mus musculus]     |
| Q9WUM4    | Coro1c    | coronin-1C [OS=Mus musculus]                                          |
| Q61233    | Lcp1      | Plastin-2 [OS=Mus musculus]                                           |
| P20029    | Hspa5     | 78 kDa glucose-regulated protein [OS=Mus musculus]                    |
| Q7TPR4    | Actn1     | Alpha-actinin-1 [OS=Mus musculus]                                     |
| E9Q634    | Myo1e     | Unconventional myosin-Ie [OS=Mus musculus]                            |
| Q9WU78    | Pdcd6ip   | Isoform 3 of Programmed cell death 6-interacting protein [OS=Mus      |
| Q6IFX2    | Krt42     | Keratin, type I cytoskeletal 42 [OS=Mus musculus]                     |
| O55143    | Atp2a2    | Sarcoplasmic/endoplasmic reticulum calcium ATPase 2 [OS=Mus musculus] |
| P11499    | Hsp90ab1  | Heat shock protein HSP 90-beta [OS=Mus musculus]                      |
| P97449    | Anpep     | Aminopeptidase N [OS=Mus musculus]                                    |
| Q9Z331    | Krt6b     | Keratin, type II cytoskeletal 6B [OS=Mus musculus]                    |
| O35691    | Pnn       | Pinin [OS=Mus musculus]                                               |
| Q9JKF1    | Iqgap1    | Ras GTPase-activating-like protein IQGAP1 [OS=Mus musculus]           |
| Q99104    | Myo5a     | Unconventional myosin-Va [OS=Mus musculus]                            |
| Q6R891    | Ppp1r9b   | Neurabin-2 [OS=Mus musculus]                                          |
| Q8BTM8    | Flna      | Filamin-A [OS=Mus musculus]                                           |
| Q80SU7    | Gvin1     | Interferon-induced very large GTPase 1 [OS=Mus musculus]              |
| Q0P678    | Zc3h18    | Zinc finger CCCH domain-containing protein 18 [OS=Mus musculus]       |
| B2RQC6    | Cad       | CAD protein [OS=Mus musculus]                                         |
| Q8CH25    | Sltm      | SAFB-like transcription modulator [OS=Mus musculus]                   |
| P62983    | Rps27a    | Ubiquitin-40S ribosomal protein S27a [OS=Mus musculus]                |

## **Transparent Methods**

### **Animals and mouse model**

The *Fcgr2b*- deficient mice on the 129/ C57BL/ 6 background (MGI Cat# 2448997, RRID: MGI: 2448997) were obtained from Dr. Bolland (NIH, Maryland, USA). Sting-deficient mice (MGI Cat# 4939598, RRID: MGI: 4939598) were provided by Paludan ( Aarhus University, Aarhus, Denmark). Wild type (WT) mice were purchased from the National Laboratory Animal Center, Nakornpathom, Thailand. The *Fcgr2b*- deficient mice were crossed with *Sting*- deficient mice to generate the double-deficient mice and their littermate controls. The double-deficient mice were aged up to 12 months and observed survival compared to their littermates. The animal protocols were approved by the Animal Experimentation Ethics Committee of Chulalongkorn University Medical School.

### **Measurement of autoantibody**

Blood was collected from the mice at the age of 6- 7 months. The levels of anti-dsDNA

from sera (dilution 1:100) were measured by Enzyme-linked immunosorbent assay (ELISA). The anti-nuclear antibodies in serum (dilution 1:800) were detected by indirect immunofluorescence using HEp- 2 cells (EUROIMMUN, Luebeck, Germany). Samples were showed fluorescence intensity and blindly graded as 4= maximal fluorescence (brilliant yellow-green), 3 = less brilliant ( yellow- green fluorescence) , 2= definite ( dull yellow- green) , and 1= very dim ( subdued fluorescence).

### **Measurement of cGAMP production**

Total splenocytes were isolated from WT, *Sting*-deficient, *Fcgr2b*-deficient, and double deficient mice. Spleens were dispersed through a cell strainer to generate a single-cell suspension and eliminated red blood cells by osmotic shock (ACK buffer:  $\text{NH}_4\text{Cl}$ ,  $\text{KHCO}_3$ , and EDTA). The splenocytes were lysed in M-PER™ extraction buffer (Thermo Fisher Scientific, MA USA) (20 x  $10^6$  cells/100 ul of lysis buffer). cGAMP in cells lysate was measured using 2'3'-cGAMP ELISA Kit (Cayman Chemical, Michigan, USA) according to the manufacturer's instructions. In brief, the ELISA plate contain a blanks (Blk), Total Activity (TA), non-specific binding wells (NSB), maximum binding wells (B0), an eight-point of standard curve and samples (cells lysates). Then, add 50 ul of 2'3'-cGAMP-HRP Tracer to each well except the Total Activity (TA) and the Blank (Blk) wells and add 50 ul of 2'3'-cGAMP Polyclonal Antiserum to each well except the TA, NSB, and the Blk wells. Then cover the plate with plastic film and incubate overnight at 4°C. After incubation, the plates were washed five times with 1x wash buffer, dried, and added 175 µl of TMB substrate solution, then incubated at room temperature for 30 minutes. The stop solution was then added (75 ul), and the absorbance was measured by Varioskan Flash Microplate Reader at 450 nm. (Thermo Fisher Scientific, MA USA).

### **Cytokines detection**

Cytokine panels in serum including IL- 1 $\alpha$ , IL- 1 $\beta$ , IL- 6, IL- 10, IL- 12p70, IL- 17A, IL- 23, IL- 27, MCP- 1, IFN-  $\beta$ , IFN-  $\gamma$ , TNF-  $\alpha$ , and GM- CSF were measured using LEGENDplex™ Mouse Inflammation Panel kit ( Biolegend, San Diego, CA, USA) according to the manufacturer's instructions. The beads were read on a flow cytometer using BDTM LSR- II (BD Biosciences, USA) and analyzed by LEGENDplex™ Data Analysis Software.

## Single-cell preparations

Splenic cells were isolated from all experimental groups and littermate WT mice. Spleens were dispersed through a cell strainer to generate a single-cell suspension and eliminated red blood cells by osmotic shock (ACK buffer:  $\text{NH}_4\text{Cl}$ ,  $\text{KHCO}_3$ , and EDTA).  $\text{CD4}^+$  T cells and naïve T cells were isolated from spleen using CD4 isolation Kit and naïve  $\text{CD4}^+$  T cell Isolation Kit (Miltenyi, Bergisch Gladbach, Germany) as per manufacturer's instructions.

## Flow cytometry analysis

The splenocytes ( $1 \times 10^6$  cells) were stained with flow antibody including anti-CD4 (clone: GK1.5; cat.100423), CD8 (clone: 53-6.7; cat. 100708), CD62L (clone: MEL-14; cat. 104417), CD44 (clone: IM7; cat. 103035), CD3 $\epsilon$  (clone: 145-2C11; cat. 100312), ICOS (clone: C398.4A; cat. 313517), CD11c (clone: N418; cat. 117312), B220 (clone: RA3-6B2; cat. 103222), CD11b (clone: M1/70; cat. 101228), I-Ab (clone: AF6-120.1; cat. 116406), PDCA-1 (clone: 129c1; cat.127103), CD80 (clone: 16-10A1; cat. 104733), GL7 (clone: GL7; cat. 144604), CD138 (clone:281-2; cat. 142506) (Biolegend, San Diego, CA, USA). The flow cytometry was performed using BD™ LSR-II (BD Biosciences, USA) and analysis by FlowJo software (USA).

Intracellular staining of T cell was performed as the following method.  $\text{CD4}^+$  cells ( $2 \times 10^5$  cells) were plated in 200  $\mu\text{l}$  of complete medium supplemented with 25 ng/ml PMA, 1  $\mu\text{g}/\text{ml}$  ionomycin (Sigma-Aldrich, Darmstadt, Germany) and 1X GolgiPlug (brefeldin A, Biolegend). After 4 hours of incubation at  $37^\circ\text{C}$  and 5%  $\text{CO}_2$ , cells were collected and stained with anti-CD3, anti-CD4, anti-CD28, and ICOS before following the cytokines intracellular staining. Briefly, after performed cell surface antigen staining, cells were fixed in 200  $\mu\text{l}$  of fixation buffer (Biolegend) in the dark at  $4^\circ\text{C}$  overnight. Cells were washed three times with 1X permeabilization buffer (Biolegend) and resuspend fixed/permeabilized cells in 50  $\mu\text{l}$  of 1X permeabilization buffer, then added the fluorophore-conjugated antibody for anti-IFN- $\gamma$  (clone: XMG1.2; cat. 505821) (Biolegend, San

Diego, CA, USA). The flow cytometry was performed using BD™ LSR- II (BD Biosciences, USA) and analysis by FlowJo software (USA).

### **Gene expression analysis**

A total of RNA was extracted from the kidneys and spleen by Trizol reagent (Invitrogen, CA, USA) as per manufacturer's instructions followed by RNA purified using the RNeasy mini kit and treated with DNase I (Qiagen, MD, USA). Then, 1 µg of total RNA was used as a template for cDNA synthesis using iScript RT Supermix (Biorad, California, USA). The expression of interest genes was assessed by quantitative real-time PCR. The gene expression profiles were tested using SsoAdvanced Universal SYBR Green Supermix (Biorad, California, USA). The thermal cycling conditions are as follows: 1 cycle of 95 0C for 5 minutes, followed by 40 cycles of 95 0C for 15 seconds and 60 0C for 1 minute. The relative amounts of target mRNA will be normalized to β-actin mRNA as a housekeeping gene and determined by the  $2^{(-ddCt)}$ . Microarray analysis was performed by RNA labeling and hybridization using the Agilent One-Color Microarray- Based Gene Expression Analysis protocol (Agilent Technology, V 6. 5, 2010). Microarray results were extracted using Agilent Feature Extraction software v11. 

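The brightness at the 75th percentile of an array, before scaling, was 492.8 to 826.3 in the wild-type mice, 405.1 to 860.3 in the *Fcgr2b*-/- mice, 491.6 to 833.7 in the double-deficient mice, and 387.6 to 951.1 in the *Sting* gt/gt mice. The software marked 76 to 109 spots per array as outliers. Between mice of one genotype, the log2 signals correlated across probes at 0.927 to 0.988 in the wild-type mice, 0.884 to 0.961 in the *Fcgr2b*-/- mice, 0.945 to 0.983 in the double-deficient mice, and 0.932 to 0.968 in the *Sting* gt/gt mice. The closest pair of all arrays, wild-type replicate 4 and *Sting* gt/gt replicate 2, correlated at 0.991. The authors' table of log2 values for the same arrays had been made so that the 4 arrays with the same replicate number, 1 per genotype, shared one distribution (sorted values within 0.0008 of each other), whereas the medians of different numbers lay 0.16 to 0.61 apart. That table was used as an alternative to the scanner values.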

0 (Agilent Technologies, Palo Alto, USA).

### **Immunofluorescence and Histopathology**

Frozen renal sections were fixed in acetone and blocked with 1% BSA in PBS. After that, the sections were stained with FITC-conjugated goat anti- mouse IgG antibodies and PE-conjugated goat anti-mouse C45RB antibodies (Abcam, Cambridge, MA, USA). Then, samples were stained with DAPI (4',6- Diamidino- 2- Phenylindole, Dihydrochloride) (Thermo Fisher Scientific, MA USA) for 5 minutes in the dark at room temperature. Slides were washed three times and mounted with ProLong™ diamond antifade mountant ( Invitrogen, CA, USA). The fluorescent signaling was visualized by ZEISS LSM 800 with Airyscan (Carl Zeiss, Germany).

For determine the CD45<sup>+</sup> cell deposition and C3 deposition in the kidney, the sections were stained with anti-C3c antibody (FITC; cat. Ab4212) (Abcam, Cambridge, MA, USA), Alexa Fluor® 647 anti-mouse CD3 (clone: 17A2; cat. 100209) Antibody and Alexa Fluor® 647 anti-mouse CD11c (clone: N418; cat. 117312) (Biolegend, San Diego, CA, USA). Then, samples were stained with DAPI, as described above. The quantification of fluorescence intensity was analyzed by ZEISS ZEN Microscope Software (Carl Zeiss, Germany). The deparaffinized kidney sections were fixed with formalin subsequently stained with H&E. The pathology grading from kidney sections was blinded analysis by the nephrologist.

### **Cell preparation for in vitro assay**

Differentiation of bone marrow-derived dendritic cell (BMDC) was performed as follows. Bone marrow cells were obtained from the femur. Cells were cultured in RPMI 1640 supplemented with 10 % FBS, 1 mM Na pyruvate, 10 mM HEPES buffer, 1% L-glutamine, 1% nonessential amino acid, 100 units/ ml pen/ strep (Gibco- Thermo Fisher Scientific, MA USA) and 50 µM 2-mercaptoethanol (Sigma-Aldrich, Darmstadt, Germany). Cells were stimulated with IL-4 (20 ng/ml) and GM-CSF (20 ng/ml) (Miltenyi, Bergisch Gladbach, Germany) and maintained at 37°C in a CO<sub>2</sub> incubator for five days. The immature dendritic cells were activated by adding 10 µg/ml of DMXAA (5,6-Dimethylxanthenone-4-acetic acid or STING ligand) (Invivogen, San Diego, USA) for 24 hours. The mature BMDC and collected supernatant were stained with the antibodies and analyzed by flow cytometer. For cGAMP activation, BMDC from WT, *Sting*<sup>gt/gt</sup>, *Fcgr2b*<sup>-/-</sup> and *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> were cultured, as described above. The immature dendritic cells were transfected with 4 µg/ml of 2'3'-cGAMP (cyclic GMP-AMP; c-GpAp) (Invivogen, San Diego, USA) by lipofectamine P3000 Reagent (Thermo Fisher Scientific, MA USA) as per manufacturer's instructions for 24 hours. The mature BMDC were stained with the antibodies and analyzed by flow cytometer.

CFSE (Carboxyfluorescein succinimidyl ester) labeling was performed as described below. T cells ( $1 \times 10^6$ ) in pre-warmed ( $37^\circ\text{C}$ ) in PBS were incubated with  $0.5 \mu\text{M}$  CFSE (Biolegend, San Diego, CA, USA) at  $37^\circ\text{C}$  in a  $\text{CO}_2$  incubator for 10 minutes. Cells were quench labeling reaction with ten volumes of complete ice-cold medium and centrifuged for 5 minutes at 1,500 rpm,  $4^\circ\text{C}$ . Labeled cells were washed by resuspending in a complete medium. CFSE labeled cells are now ready for in vitro culture.

### **In vitro co-cultures of BMDCs and T cells**

BMDCs were cultured with T cells for 6 hours. Briefly, immature BMDCs were cultured and activated with DMXAA (STING ligand) for 24 hours at  $37^\circ\text{C}$  and washed twice before co-culture. Activated BMDCs ( $4 \times 10^4$ ) were plated in 200  $\mu\text{l}$  of complete medium with  $\text{CD4}^+$  T cells ( $2 \times 10^5$ ) from lymph nodes (1:5;  $4 \times 10^4$  DC:  $2 \times 10^5$  T cells) for 6 hr at  $37^\circ\text{C}$  and 5%  $\text{CO}_2$  followed by intracellular staining for anti-IFN- $\gamma$  as described above. For proliferation assays, naïve T cells were labeled with CFSE as described above, according to the manufacturer's instruction (Biolegend, San Diego, CA, USA), before co-cultured with activated BMDCs. In brief, activated BMDCs ( $4 \times 10^4$ ) were plated in 200  $\mu\text{l}$  of complete medium with naïve T cells ( $2 \times 10^5$ ) from spleen (1:5,  $4 \times 10^4$  DC:  $2 \times 10^5$  T cells) for 72 hours at  $37^\circ\text{C}$  and 5%  $\text{CO}_2$ . After co-culture, T cells were stained with intracellular cytokine for anti-IFN- $\gamma$  and detect their proliferation by dilution of CFSE fluorescence by flow cytometer.

### **Colocalization of STING and LYN in BMDC cells**

Immature BMDCs from WT and *Fcgr2b*<sup>-/-</sup> were cultured, then stimulated with DMXAA for 6 hr. Cells were fixed with 4% formalin (Sigma-Aldrich, Darmstadt, Germany) at room temperature for 15 minutes. Incubate the fixed cells for 10 min with 0.2% Triton X-100 and block unspecific binding of the antibodies with 0.1% BSA for 1 hour BMDCs were probed with anti-LYN antibody (cat. 2732, Cell Signaling, MA, USA) and anti-FYN antibody [FYN-01] (cat. 1881, Abcam, Cambridge,

MA, USA) for overnight at 4 °C. After incubation, secondary antibody Alexa Fluor 488 rabbit IgG (Thermo Fisher Scientific, MA, USA) was added for 1 hour at room temperature. For STING detection, STING antibody was incubated with Zenon™ Alexa fluor™ 555 rabbit IgG labeling kit (Thermo Fisher Scientific, MA, USA) and then stained the BMDCs. The cells were subsequently probed with 1 µM DAPI (Thermo Fisher Scientific, MA USA) for 5 minutes, and the fluorescent signaling was visualized by ZEISS LSM 800 with Airyscan (Carl Zeiss, Germany). To confirm the specificity of the antibody, BMDCs were probed with LYN antibody (clone Lyn-01; cat MAB0949) (1:200) (Abnova, Taipei, Taiwan) and STING-C antibody (clone D2P2F, cat: 13647) (Cell Signaling, MA, USA) as described above. The colocalization score was analyzed by ZEISS ZEN Microscope Software (Carl Zeiss, Germany).

### **Sample preparation for MS analysis**

Quantitative proteomic analysis of mature BMDC was studied using a dimethyl labeling method (Makjaroen et al., 2018). Briefly, BMDC were cultured and then stimulated with 10 µg/ml of DMXAA (STING ligand) for 24 hours. Three hundred microgram proteins per group from BMDC were digested overnight at 37 °C with trypsin [1:50 (w/w)]. Next, stimulated BMDC's peptides from WT mice, *Fcgr2b*<sup>-/-</sup> mice, and *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> mice were labeled with light reagents [formaldehyde (Sigma) and sodium cyanoborohydride (Sigma)], medium reagents [formaldehyde-d<sub>2</sub> (CIL) and sodium cyanoborohydride], and heavy reagents [deuterated and <sup>13</sup>C-labeled formaldehyde (Sigma) and cyanoborodeuteride (CIL)], respectively, for an hour at room temperature. The peptides were fractionated and subjected to LC-MS/MS (Thermo). Unpaired t-tests determined significantly differentially regulated proteins (with p-value < 0.05 considered significant).

For proteomics analysis, the WT mice channels were used as denominators to generate abundance ratios of *Fcgr2b*<sup>-/-</sup> mice/ WT mice and *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> mice/ WT mice. Log<sub>2</sub> of the

normalized ratio was used to calculate the mean and standard deviation of fold change across all four biological replicates. When these ratios were found in less than three experiments, the relevant proteins were excluded. To analysis the up- and down- regulated proteins, the ratios of *Fcgr2b*<sup>-/-</sup> / *Fcgr2b*<sup>-/-</sup> . *Sting*<sup>gt/gt</sup> mice were performed. Unpaired t-tests determined significantly differentially regulated proteins with p-value < 0.05 considered significant. The online resource Database for Annotation, Visualization, and Integrated Discovery ( DAVID, v 6. 8, <https://david.ncifcrf.gov/>), and interferome (<http://www.interferome.org/>) was employed to classify the vital proteins into functional categories and interferon regulated proteins using all proteins identified by MS as background (for DAVID).

### **Isolation of T cells from the lymph node and spleen**

Lymph nodes and spleens were removed from sacrificed mice and littermate wild-type mice. Lymph nodes and spleens were dispersed through a cell strainer to generate a single- cell suspension as described above. T cells were isolated and purified using CD4<sup>+</sup> T Cells Isolation Kit ( Miltenyi, Bergisch Gladbach, Germany) as per manufacturer's instructions. Briefly, splenocytes and total cells from lymph nodes were prepared (2 x 10<sup>7</sup>) and incubated with 20 µl of Biotin-Antibody Cocktail for 5 minutes at 4 °C. Then, the mixed cells were incubated with 40 µl of Anti- Biotin MicroBeads for 10 minutes at 4 °C, and proceed to subsequent magnetic cell separation (Miltenyi, Bergisch Gladbach, Germany). The viability and purity of purified CD4<sup>+</sup> T cells were stained with anti-CD3, anti-CD4 (Biolegend, San Diego, CA, USA) and Fixable Viability Dye eFluor® 780 (Thermo Fisher Scientific, MA USA), then examined by flow cytometer.

### **Immunoprecipitation of STING-interacting proteins**

BMDCs from WT, *Fcgr2b*<sup>-/-</sup> and *Sting*<sup>gt/gt</sup> were cultured, then stimulated with DMXAA for 3 hr. Cells were collected and lysed with 1 % IGEPAL CA-630, 0.5% TritonX- 100, 150 mM NaCl, 50 mM Tris pH 7. 4, 5% glycerol, 100 mM beta-Glycerophosphate, 2 mM Na<sub>3</sub>VO<sub>4</sub> and 1X proteases

inhibitor cocktail (Roche) . First, the antibody was mixed with the magnetic beads by adding 10 µg of STING antibody (CUSB in-house antibody, clone: GTN-01; targeted N-terminal) with 400 µg of SureBeads™ Protein A magnetic beads (Biorad, California, USA) and incubated for 1 hour at room temperature. Then, Protein lysates were added and incubated with antibody-conjugated beads for overnight at 4°C. After incubation, the beads were washed three times with wash buffer (150 mM NaCl and 50 mM Tris- HCl pH 7. 4). Samples were eluted by adding 5X laemmli buffer and boiled 95°C for 10 minutes. For reverse IP, the antibody was mixed with the magnetic beads by adding 10 µg of LYN antibody (clone Lyn-01; cat MAB0949) (Abnova, Taipei, Taiwan) with 400 µg of SureBeads™ Protein G magnetic beads (Biorad, California, USA) followed by incubated with activated BMDC as described above. The eluted protein samples were separated by 10 % SDS- PAGE gel. The STING-interacting proteins from co- IP were analyzed by in-gel digestion, followed by LC-MS/MS analysis.

### **Western Blot Analysis**

Splenocytes were lysed in 2 % SDS lysis buffer. Lysates were homogenized and centrifuged at 12,000×g for 15 min at 4 °C. The supernatants were collected, and total protein was measured by BCA protein assay (Thermo Scientific, Illinois, USA). Cell lysates containing equal amounts of protein (20 µg) were boiled in SDS sample buffer at 37 °C for 15 min before separation on a 10 % SDS-polyacrylamide gel. Proteins were transferred to nitrocellulose membranes and Western blot analysis.

BMDC from WT, *Fcgr2b*<sup>-/-</sup>, and *Sting*<sup>gt/gt</sup> was cultured and stimulated with DMXAA for 3 hours, as described above. Protein lysates were prepared and run on 10 % SDS-polyacrylamide gel, then proteins were transferred to nitrocellulose membranes and probed with STING antibody (clone: GTN-01; 1:2000) (CUSB-in house, BKK, TH), STING-C antibody (clone D2P2F, cat: 13647) (Cell Signaling, MA, USA), LYN antibody (clone: LYN-01;1:1000) (Biolegend, San Diego, CA, USA) and LYN antibody (cat: 2732) (Cell Signaling, MA, USA). After incubation at 4 °C for overnight,

the membrane was washed and probed with IRDye® 680RD Donkey anti-Rabbit IgG (H + L) and IRDye® 800CW Donkey anti-Mouse IgG (H + L) secondary antibody (1:10000) ( LI-COR, Lincoln, Nebraska, USA) for 1 hour at room temperature. The membrane was determined the signals by ODYSSEY CLx (LI-COR, Lincoln, Nebraska, USA).

### **Inhibition of LYN in Sting-activated BMDC**

BMDC was prepared as described above in the presence of GM-CSF and IL-4 (Miltenyi, Bergisch Gladbach, Germany) in a 100 mm petri dish (at least 5 million cells/dish). On the day of DMXAA stimulation, free and non-adherent cells were flushed off and spun down, counted, and seeded out into 24-well plates (approx. 1 mill cells/well). Cells were then incubated with the LYN inhibitors PP2 (Sigma-Aldrich, Darmstadt, Germany) for one hour before the addition of DMXAA and LPS for 24 hrs, and subsequently stained and fixed for flow cytometry analysis.

For protein expression, total proteins from BMDC were analyzed by Western blotting. Samples were diluted in XT sample buffer and XT reducing agent and ran on an SDS–PAGE ( Criterion™ TGX™). Trans-Blot Turbo™ Transfer System® was used for the transfer of proteins to PVDF membranes (all reagents Bio-Rad). The membrane was blocked in 5% Difco™ skim milk (BD). The antibodies used for Western blotting were all from Cell Signaling (Cell Signaling, MA, USA), Phospho-LYN (Tyr507) Rabbit Antibody, CST-2796S, LYN (C13F9) Rabbit mAb, CST-9271S, Phospho-AKT (Ser473) Antibody, and CST-AKT antibody. Quantification of the western blot was analyzed by ImageJ software. For gene expression, a total RNA from BMDC after DMXAA stimulation with or without PP2 inhibitor for 3 hours was isolated by Trizol reagent (Invitrogen, CA, USA) as described above. The interferon signature genes were tested by real-time PCR.

## Adoptive transfer

BMDC from WT, *Fcgr2b*<sup>-/-</sup>, and *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> mice were cultured as described above. The recipient WT or *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> mice (at the age of 4 months) received approximately 10<sup>6</sup> cells of BMDC via tail vein injection every two weeks per injection for four times. The control, *Fcgr2b*<sup>-/-</sup>. *Sting*<sup>gt/gt</sup> mice received only sterile PBS (vehicle). Sera were collected, and ELISA measured the levels of anti-dsDNA. Mice were euthanized two weeks after the final transfer (at the age of 6 months).

## Statistical analysis

All statistical analyses employed the two-tailed Mann-Whitney test. Statistical analyses were performed using GraphPad Prism 4.0 (GraphPad Software, San Diego, CA).

## Supplemental information

Gene expression profiles of the kidneys have been deposited in the Gene expression Omnibus (GEO) website with ID GSE142594 and available at

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142594>

The mass spectrometry proteomics data, including annotated spectra for all modified peptides and proteins identified, have been deposited to the ProteomeXchange Consortium via the PRoteomics IDentifications (PRIDE) partner repository with the data set identifier PXD019239.

## Supplemental References

Makjaroen, J., Somparn, P., Hodge, K., Poomipak, W., Hirankarn, N., and Pisitkun, T. (2018). Comprehensive Proteomics Identification of IFN-lambda3-regulated Antiviral Proteins in HBV-transfected Cells. *Mol Cell Proteomics* 17, 2197-2215.

How the deposited data were processed for this re-analysis (not part of the article)

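Kidney RNA of 16 mice, 4 wild-type, 4 *Fcgr2b*-/-, 4 *Fcgr2b*-/-.*Sting* gt/gt (double-deficient), and 4 *Sting* gt/gt, was measured on one-color arrays, 1 mouse per array, from 100 ng of RNA each. Each mouse's genotype and replicate number came from its labels. Every per-sample column of the series' value table was matched to a mouse.

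The authors deposited the scanner files of each array, whose processed values are intensities: the brightness of each spot after background subtraction and spatial detrending by the extraction software, with small values replaced so that none is negative, and with no scaling between arrays. The authors also deposited a table of log2 values for the same arrays. The paper's text does not say how the table was made. Its values show that the 4 arrays sharing a replicate number had been given one distribution. Within the table, each column was closest to the scanner values of its own array, and the highest correlation with another array was 0.993.

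From the scanner files, log2 of the processed intensity minus the 75th percentile of the array was computed (Python 3.11.15, pandas 2.3.3, numpy 2.4.6). Control spots and outlier spots were left out and spots of one probe were averaged. Saturated spots would have been kept, but there were 0. Probes well above background on at least 4 of the 16 arrays were tested with limma 3.58.1 (R 4.3.3, statmod 1.5.0) by lmFit and eBayes, with a mean per genotype over all 16 arrays, so that the 4 genotypes share one estimate of the spread. The 5 contrasts were double-deficient against *Fcgr2b*-/-, *Fcgr2b*-/- against wild-type, double-deficient against wild-type, *Sting* gt/gt against wild-type, and the interaction of both. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold. Where a probe was not well above background on any array of a group, the change is given as a bound.

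Probes were named through a RefSeq table of the assembly GRCm38.p6. The match gave 22911 symbols, and probes without a match keep their place in the tests but have no name. *Mx1* and *Mx2* had no named probe and were not analysed here. The build of the arrays differs from that of the table, so it was used only for names and for which genes neighbor each other.

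A list of 72 interferon-inducible genes was scored per mouse and tested by a two-sided exact permutation test of mice, with camera (preset correlation 0.01) and fry beside it. Lists for the Nba2 interval around *Fcgr2b*, T cells, B and plasma cells, dendritic and other myeloid cells, red cells, proximal tubule, podocytes, tubular injury, Y-linked genes, clock genes, adrenal gland, fat, and early stress response were tested with camera and fry where at least 3 genes were measured, with Benjamini-Hochberg adjustment over the lists of a contrast. The X-inactivation transcript alone was read per array. One gene is given by the probe with the highest mean signal over all arrays. The genes named are those the paper names, of the called genes the 5 largest increases and 5 largest decreases per contrast whose groups do not overlap, of the interferon list the 5 largest increases in *Fcgr2b*-/- against wild-type and the 5 least lowered in double-deficient against *Fcgr2b*-/-, and of each list with an adjusted p under 0.05 up to 3 genes with the largest change. Other genes named were chosen after their values were seen. Not every single-gene result that the rule gives is reported here.

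The design, the gene lists, the rule for named genes, and every alternative were fixed before the data were examined. The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling by the median, the authors' table, no filter on dim probes, only probes well above background on all 16 arrays, a fit of only the groups compared, the two-tailed Mann-Whitney test that the methods name with and without adjustment, eBayes with trend and robust, no fold threshold, the median of the probes of a gene, the slide as a block, the replicate number as a block, the first number of the animal label as a random block, Y-linked signal as a covariate, and each array left out in turn. For normexp, the median signal of a spot, the column the scanner files give, was used in place of the mean signal named in the design. The scan date changed with the slide and was not run apart from it.

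The test was checked on simulated data of 35615 probes with 200 of them changed. The simulated noise was normal, independent between probes, and for each probe of the same spread in all groups. The real arrays need not share this, so the recovery below need not hold for them. With 4 arrays against 4 and a log2 change of 2, it recovered 63% of the changed probes for double-deficient against *Fcgr2b*-/-, 59% for *Fcgr2b*-/- against wild-type, and 60.5% for both double-deficient and *Sting* gt/gt against wild-type. With a log2 change of 3 it recovered 82.5%, 83%, 79.5%, and 85.5%, with 6 to 17 false calls. Correlations between list scores were computed over the 16 mice after removing genotype means, with 100000 permutations within genotypes (scipy 1.17.1). Plots were drawn with matplotlib 3.10.9.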

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

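The counts over other splits of the arrays were set in advance, whereas the tests on the *Sting* genotype, the genes around *Fcgr2b*, blood, a wrong label, foreign RNA, sex, fat, array signal, and inflamed tissue were chosen only after the results were seen.

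Of the probes higher in the *Fcgr2b*-/- than in the wild-type mice, 14 lie outside the genes that the paper and its supplements name, among them probes of *Clec4e*, *Fpr1*, *Fpr2*, *Ear1*, *Ear2*, *Cd300e*, and *Treml4*. In the model used, only 1 of the 35 splits of these 8 arrays, the real one, gave as many as the 18 called probes. This is the lowest share that 35 splits can give, so it argues against chance for the whole set but cannot exclude it. The set rests on few arrays all the same, with 0 calls without wild-type replicate 2, 3, or 4 or *Fcgr2b*-/- replicate 4. It was 15 probes with the slide as a block, 8 with Y-linked signal as a covariate, 3 with the animal label as a random block, and 0 with only the groups compared, so it also rests on the model. The red-cell list gave no sign of more red cells in the tissue, as it was lower in the *Fcgr2b*-/- mice, by a mean log2 change of −0.267. This was not beyond the spread (fry adjusted p = 0.614), and the list may not measure blood alone, so more red cells are not excluded. A difference that goes with the *Fcgr2b* genotype whatever the *Sting* genotype is a candidate explanation. Between the double-deficient and *Sting* gt/gt mice, which share none of the arrays, 15 of the 18 probes were apart without overlap in the same direction, against 0.55% of all probes tested and 1.43% by chance. All 18 had the same sign there. Both *Fcgr2b*-deficient groups are labelled as a mix of 129 and C57BL/6 and the other groups as C57BL/6, so this comparison carries the same strain difference, and the loss of *Fcgr2b* and the strain background both stay open for all 18. For part of the set, a strain variant close around *Fcgr2b* may be the cause, since 3 of the 15 called genes (*Ifi202b*, *Itln1*, and *Cfap126*) are among the 200 genes on either side of it, against 292 of 16400 tested genes (1.78%, Fisher's exact test, p = 0.00217). White cells of the blood, the effect of disease, and probes shared between *Ear1*, *Ear2*, *Ear10*, and *Rnase2a* stay open for the others and were not tested.

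*Ifi202b* was well above background in *Sting* gt/gt replicates 2 and 4, at a log2 signal relative to the 75th percentile of −1.91 and −2.78, against −7.24 and −6.69 in replicates 1 and 3, which like all wild-type arrays were not above background. A wrong label for the whole sample is argued against by most other genes: of 12 other probes raised in all 8 *Fcgr2b*-deficient arrays and away from *Fcgr2b*, at least 11 lay below all 8 on both arrays. RNA carried over from a *Fcgr2b*-/- sample was looked at with the same probes. A share of 6.97% and 3.71% of such RNA would give the *Ifi202b* signal of the 2 arrays. On each, 11 of the 12 probes lay below the level that share would bring. In replicates 2 and 4, 10 and 11 of the 12 were no higher than the highest wild-type array. Replicates 1 and 3, without *Ifi202b* above background, needed a share of −0.03% and 0.05%. There 1 and 11 of the 12 probes lay below that level, which with so small a share is close to the wild-type mean. Those counts therefore do not bear on replicates 2 and 4, where the 12 probes argue against carried-over RNA as the source. The size of their shortfall was not tested. A strain variant around *Fcgr2b* may explain the *Ifi202b* signal, as a hypothesis, but this stays open, because only 2 other called probes lie near *Fcgr2b*, with 1 outside the wild-type range in replicate 2 and 2 in replicate 4. *Fcgr2b* itself was at −0.188 in replicate 4, within the −0.404 to 0.701 of the *Fcgr2b*-deficient arrays and below the wild-type arrays, and at 1.05 in replicate 2. The signal in replicate 4 goes against the argument from the other probes, so a variant or deficient copy of the region in that mouse stays open. The labels give C57BL/6 for all 4 *Sting* gt/gt mice.

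In 21 of 348 groups of 4 mice (6%), 1 mouse lay far from the others, where chance gives about 1 in 20. Several fall on wild-type replicate 1 and *Sting* gt/gt replicate 1. In wild-type replicate 1 these were *Lyn* at 3.17, *Samd9l* at 5.72, *Fcgr4* at 1.32, and *Clec9a* at −0.74 (log2 signal relative to the 75th percentile), and the fat list at 3.35 above the wild-type mean. In *Sting* gt/gt replicate 1 they were *Lyn* at 3.31, *Cd3g* at −0.29, *Ifi209* at −1.68, and the myeloid list at 1.23. These 2 mice also had the highest interferon scores of their groups, 0.86 and 1.01, so infiltrating cells are a candidate explanation, which was tested only over all mice: the T-cell, myeloid, and tubular injury lists, 3 of 3, rose with the score within genotypes. Over the background, scaling, and filter settings the 2 scores stayed at 0.54 to 1.035 and 0.811 to 1.21, so these settings do not account for them.

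Within its group, *Sting* gt/gt replicate 3 stood apart in sex-linked genes, with the Y-linked list at 2.77 and *Xist* at −2.34 relative to the wild-type mean, and *Slc7a13* at 5.56. This may be 1 mouse of the other sex in that group, as a hypothesis. Each other group also held arrays with high and with low Y-linked signal, and sex did not account for the spread of the interferon score, which still had a range of 1.995 over the 3 *Fcgr2b*-/- mice with low Y-linked signal. No biological explanation was tested for the fat list at 2.68 in *Fcgr2b*-/- replicate 1, where fat on the kidney is a candidate source. Fat stays open as a source of high interferon scores. The score rose with the fat list over 16 mice with genotype means removed (r = 0.655, permutation p = 0.0168, adjusted 0.0294), although not by ranks (rho = 0.45, permutation p = 0.107). Within slide 1 r was 0.819, but within slide 2 it was −0.051.

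The remaining single mice were *Oas2* at −0.93 and *Nphs1* at 0.99 in double-deficient replicate 3, *Nmi* at 3.77, *Cd209a* at −0.96, and *Jun* at 1.44 in double-deficient replicate 2, *Ms4a1* at −0.84 in *Fcgr2b*-/- replicate 1, and *Cd80* at −2.71 in wild-type replicate 2 and 1.18 in *Sting* gt/gt replicate 4. No explanation was tested for these, and a number near what chance gives needs none.

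The effect of losing *Sting* ran in opposite directions with and without *Fcgr2b* for some genes and lists. For these, all 4 double-deficient mice lay below the *Fcgr2b*-/- mean while all 4 *Sting* gt/gt mice lay above the wild-type mean. This comparison of signs was not tested, and limma's test of the interaction gave no adjusted p below 0.661 over all probes. The difference of the 2 log2 effects was −1.36 for the myeloid list, −1.32 for the early stress genes, −3.22 for *Oas2*, −2.45 for *Oas1a*, −2.06 for *Slfn8*, −2.17 for *Oasl2*, −1.94 for *Ccl5*, −1.62 for *Sting1*, −2.14 for *Cd68*, −2.84 for *Timp1*, −2.68 for *Fos*, −1.75 for *Cd2*, −2.03 for *Vcam1*, −1.79 for *Nr4a1*, −1.67 for *Jun*, −3.12 for *Col1a1*, and −2.74 for *Col3a1*. By camera, 7 lists differed: the Nba2 interval by −1.61, T cells by −1.20, the myeloid list and early stress genes by the values above, proximal tubule by 1.20, podocytes by −0.64, and tubular injury by −1.67. None of the 7 held under fry, where the smallest adjusted p was 0.0788, for the stress genes. Sex may carry part of the proximal tubule difference, as *Slc7a13*, *Cyp2e1*, and *Acsm2* of that list followed the Y-linked signal. Over 100 splits of the 16 arrays into groups of these sizes, 100 gave at least as many interaction calls as the real one, which a count of 0 makes certain, so this tests nothing. The *Fcgr2b*-/- arrays that carry these differences lie mostly on slide 1, and a range of 1.995 in the interferon score among the *Fcgr2b*-/- arrays of that slide argues against the slide as the whole source of the spread. A difference in inflammation between the groups stays open.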

How the results depend on the processing

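None of the alternatives was chosen after the results were seen. Beside the arrays left out in turn there were 16 settings, giving 4229 values for 219 results. Of these, 4034 kept their direction and their side of the threshold or stayed within the limits set for counts, 85 fell below the threshold, 1 rose above it, 73 changed sign, and 36 counts or scores moved. The interferon list means changed sign in 7 of 84 values, marker list means lost their camera call in 40 of 600, single genes changed sign in 66 of 3227, and the number of probes called moved in 21 of 120. The cause of each change was not tested, apart from settings that test fewer probes or fewer arrays.

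Scaling by the median moved the median change of all tested probes by more than 0.1 log2. It went from −0.055 to −0.212 for *Fcgr2b*-/- against wild-type, from 0.003 to −0.114 for double-deficient against wild-type, from 0.001 to −0.241 for *Sting* gt/gt against wild-type, and from 0.034 to 0.316 for the interaction.

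The count of probes between the *Fcgr2b*-/- and wild-type mice, 18 (17 higher), was the least fixed. It was 5 with normexp (3 higher), 7 with the authors' table (6 higher), 0 with only probes above background on all 16 arrays, 0 with only the groups compared, 144 by the Mann-Whitney test without adjustment (121 higher) and 0 with adjustment, 8 with Y-linked signal as a covariate (5 higher), and 3 with the animal label as a random block, whose consensus correlation was 0.827. It was 19 after quantile normalization, 22 with median scaling (19 higher), 16 with no filter, 18 with no fold threshold, 16 with trend and robust, and 15 with the slide as a block (13 higher). With arrays left out in turn it ran from 0 to 37: 0 without wild-type replicate 2, 3, or 4 or *Fcgr2b*-/- replicate 4, 3 without *Fcgr2b*-/- replicate 1, 26 without *Fcgr2b*-/- replicate 3, and 37 without *Fcgr2b*-/- replicate 2.

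Between the double-deficient and *Fcgr2b*-/- mice the count was 0 under each setting but the unadjusted Mann-Whitney test, which gave 41, with 645 probes at an unadjusted p under 0.05 in limma. Between the *Sting* gt/gt and wild-type mice it was likewise 0, with 127 by that test and 1339 at an unadjusted p under 0.05. Between the double-deficient and wild-type mice that test gave 63, normexp 1, only probes above background on all 16 arrays 1, only the groups compared 3, and arrays left out in turn 0 to 1 (1 without wild-type replicate 1), the other settings 0, with 151 at an unadjusted p under 0.05. The interaction gave 0 throughout, with 2234 at an unadjusted p under 0.05, and neither the Mann-Whitney test nor a fit of only the groups compared applies to it.

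The replicate numbers were not taken to pair the mice, since in none of the 6 pairs of genotypes was every correlation over 0.1. Over 24 pairs of arrays with the same number, the correlation of their deviations from the group means ran from −0.603 to 0.689 with a median of −0.057, and 11 were over 0.1. The genotypes differed: wild-type and *Fcgr2b*-/- arrays of one number were at 0.689, 0.602, −0.072, and 0.488, and *Fcgr2b*-/- and *Sting* gt/gt arrays at 0.445, 0.411, 0.401, and −0.043, whereas all 4 pairs of *Fcgr2b*-/- and double-deficient arrays were below 0, from −0.477 to −0.183. The other 72 pairs had a median of −0.034. With the replicate block, 16 probes were called between the *Fcgr2b*-/- and wild-type mice (16 higher). Each number holds 1 array per genotype, so the block cannot change a mean difference.

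The interferon mean of *Fcgr2b*-/- against wild-type ran from 0.552 to 0.761 over the settings and from 0.304 to 1.077 with arrays left out, and that of double-deficient against *Fcgr2b*-/- from −0.805 to −0.509 and from −1.119 to −0.346. For double-deficient against wild-type it turned to 0.079 with the slide block and 0.014 with the animal label, and ran from −0.274 (without wild-type replicate 2) to 0.245 (without wild-type replicate 1). For *Sting* gt/gt against wild-type it turned to −0.023 with median scaling, and ran from −0.044 (without *Sting* gt/gt replicate 1) to 0.506. The score of *Sting* gt/gt replicate 4 moved to −0.667 with median scaling. The number of marker lists called by camera ran from 1 to 7 with arrays left out for double-deficient against wild-type, and from 0 to 7 for *Sting* gt/gt against wild-type, where it was also 5 with only probes above background on all 16 arrays, 5 with only the groups compared, and 5 with the animal label.

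The single genes that changed sign were these. For double-deficient against *Fcgr2b*-/-, *Trim25* was at −0.003 (normexp), −0.083 (quantile), −0.085 (authors' table), −0.04 (slide block), and −0.039 (Y-linked signal), and from −0.12 to 0.148 with arrays left out. *Rsad2* was at −0.065, −0.054, −0.027, −0.111 (Y-linked signal), and −0.015 (animal label) and from −0.345 to 0.411. *Irf3* was at −0.003 (quantile), −0.003 (authors' table), and −0.03 (slide block), and from −0.145 to 0.225. *Nmi* was at 0.082 (slide block) and from −0.4 to 0.108, *Ifng* (−0.769 in the model used) from −1.373 to 0.004, and *Fyn* from −0.626 to 0.145.

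For double-deficient against wild-type, *Ifng* was at −0.117 (normexp) and from −0.26 to 1.074, *Actb* at 0.007 (quantile) and 0.021 (authors' table), and *Isg15* at 0.019 (animal label) and from −0.357 to 0.047. With arrays left out, *Sting1* ran from −0.049 to 0.746, *Cxcl10* from −0.113 to 0.471, *Lyn* from −0.043 to 0.4, and *Per3* from −0.017 to 0.587.

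For *Sting* gt/gt against wild-type, *Irf5* was at 0.018 (normexp) and 0.029 (Y-linked signal) and from −0.271 to 0.246. *Irf3* was at 0.208 (quantile), 0.2 (authors' table), and 0.048 (Y-linked signal) and from −0.104 to 0.078. *Lyn* was at −0.095 (median scaling) and from −0.107 to 0.406, and *Slc7a13* turned from −2.475 to 0.177 (Y-linked signal). For the interaction, *Irf3* was at −0.21 (quantile), −0.203 (authors' table), −0.012 (slide block), and −0.047 (Y-linked signal) and from −0.127 to 0.243, and *Slc7a13* turned from 4.948 to −0.022 (Y-linked signal).

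Signal over background limits the dimmest genes: *Ifi202b*, *Acod1*, and *Fpr1* have only bounds against the wild-type mice. On simulated data with 4 arrays against 4, a log2 change of 2 was recovered for 63% of changed probes between double-deficient and *Fcgr2b*-/- mice, so smaller or more variable changes can be missed. The simulated noise was independent between probes and of equal spread in all groups, so this share need not hold on the real arrays.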

Differences from the paper's values

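The paper's number of mice per group on the arrays, 4, is the number found here, and no other value is stated for the arrays in the text. No test below was chosen only after the result was seen, apart from the count of genes past the limit of the heatmap.

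The paper reports a significantly different expression in the kidneys of the *Fcgr2b*-/- and double-deficient mice. With limma, 0 of 35628 probes were called, with 645 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the Mann-Whitney test at a 2-fold change without adjustment gives 41, and it is the test and threshold that the paper names. With Benjamini-Hochberg adjustment it gives 0.

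The paper describes a significant rise of the interferon signature genes in the *Fcgr2b*-/- mice and a significant fall in the double-deficient mice. Of 68 genes of the list used here, 64 were higher in the first comparison and 64 lower in the second, so the directions are those of the paper. None was called by limma or by the Mann-Whitney test, 10 genes in each comparison had an unadjusted limma p under 0.05, and the list means had exact permutation p-values of 0.286 and 0.314. The camera set test with a preset correlation called the list in both comparisons, and fry did not.

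The paper places the highest interferon-inducible genes in *Fcgr2b*-/- mice #003 and 004. By the replicate numbers of the labels, the high scores were in replicates 1 and 4, at 1.92 and 1.38, and replicates 2 and 3 scored −0.072 and −0.395. Whether the paper's mouse numbers are the replicate numbers of the labels was not settled.

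In the heatmap, most genes of the 4 double-deficient mice are shown at about −3 in Fig. 2K, read by eye. Over the list used here, no gene in a double-deficient mouse was beyond 3 in either direction, with values from −2.19 to 1.84. Over all probes tested, 2 were at least 3 below the wild-type mean in all 4 double-deficient mice and 5 were at least 3 above it.

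The paper describes *Irf3* as higher in the kidneys of *Fcgr2b*-/- mice and lower without STING, by real-time PCR with more mice. On the arrays, *Irf3* changed by −0.21 (SE 0.26) between *Fcgr2b*-/- and wild-type mice and by 0.058 (SE 0.26) between double-deficient and *Fcgr2b*-/- mice, neither beyond the spread. The second change was below 0, as in the paper, at −0.003 after quantile normalization and in the authors' table, −0.03 with the slide as a block, −0.145 without *Fcgr2b*-/- replicate 1, and −0.029 without double-deficient replicate 4. The first was below 0 under every alternative run.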

Other observations

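The counts over other splits were set in advance, whereas the relations between the interferon score and other measures, and the tests of slide, sex, fat, array signal, and inflamed tissue were chosen only after the result was seen.

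The paper measures *Isg15*, *Irf7*, and *Irf5* in kidney and *Cxcl10* in spleen by real-time PCR, and these genes were also read on the arrays. *Isg15* changed by a log2 change of 1.09 (SE 0.51) between *Fcgr2b*-/- and wild-type mice and by −1.23 (SE 0.51) between double-deficient and *Fcgr2b*-/- mice. *Irf7* changed by 1.22 and −1.42 (SE 0.50), *Irf5* by 0.68 and −0.47 (SE 0.32), and *Cxcl10* by 1.07 and −0.91 (SE 0.56). None was called by limma (adjusted p = 1.00 for each). For *Irf5*, all 4 *Fcgr2b*-/- mice lay above all 4 wild-type mice, which is p = 0.029 in the exact Mann-Whitney test without adjustment, at less than a 2-fold change. The groups overlapped for *Isg15*, *Irf7*, and *Cxcl10*. The paper stains CD3+ and CD11c+ cells in these kidneys. *Cd3g* changed by −1.33 (SE 0.97) between double-deficient and *Fcgr2b*-/- mice. *Itgax*, which encodes CD11c, changed by 2.51 (SE 0.75, adjusted p = 0.791) between *Fcgr2b*-/- and wild-type mice and by −1.65 (SE 0.75, adjusted p = 1.00) between double-deficient and *Fcgr2b*-/- mice.

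Mean log2 changes of the gene lists are given for *Fcgr2b*-/- against wild-type and then double-deficient against *Fcgr2b*-/-. They were 1.38 and −1.16 for the Nba2 interval (18 genes measured), 0.82 and −0.92 for T cells (13 genes), 1.21 and −0.91 for myeloid cells (19 genes), 1.36 and −1.25 for tubular injury (14 genes), 0.95 and −0.79 for early stress genes (11 genes), 0.68 and −0.29 for podocytes (10 genes), and −0.63 and 0.60 for proximal tubule (18 genes). These 7 lists were the ones called by camera in both comparisons (adjusted p from 6.48e-14 to 0.00528). None held under fry in either (smallest adjusted p 0.095 and 0.208). Every measured gene of these lists had a probe well above background on at least 4 of these kidney arrays. With arrays left out in turn, the means of these lists kept their sign in both comparisons, but their sizes moved. T cells ran from 0.265 to 1.228 and from −1.328 to −0.364. Proximal tubule ran from −0.958 to −0.161 and from 0.13 to 0.928. Podocytes ran from 0.435 to 0.861 and from −0.482 to −0.048. The largest proximal tubule changes between *Fcgr2b*-/- and wild-type mice were in *Slc7a13*, *Cyp2e1*, and *Acsm2*, at −2.70, −1.43, and −1.13. These genes were higher on every array with high Y-linked signal than on the others. The genotypes held unequal numbers of such arrays, so sex may carry part of the proximal tubule changes. The lists not called in either were 0.36 and 0.13 for B and plasma cells, −0.27 and −0.052 for red cells, −1.84 and 1.66 for Y-linked genes, 0.066 and 0.16 for clock genes, −0.14 and 0.17 for the adrenal gland, and −0.20 and −0.18 for fat. The median of the clock genes was −0.05 for *Fcgr2b*-/- against wild-type, opposite in sign to their mean.

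Of the 35 splits of the same 8 arrays, the real one included, at least as many lists were called in 15 for *Fcgr2b*-/- against wild-type, 12 of 35 for double-deficient against *Fcgr2b*-/-, 7 of 35 for double-deficient against wild-type (5 lists called), and 18 of 35 for *Sting* gt/gt against wild-type (3 lists called), so chance cannot be excluded for any of these counts. For the probe counts of 0 in double-deficient against *Fcgr2b*-/-, double-deficient against wild-type, and *Sting* gt/gt against wild-type, 35 of 35 splits gave as many, which a count of 0 by limma makes certain. Their counts at an unadjusted p under 0.05 were 645, 151, and 1339, and the unadjusted Mann-Whitney test gave 41, 63, and 127.

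The interferon score of the *Fcgr2b*-/- mice had a range of 2.319, between replicate 1 and replicate 3. The slide is argued against as its source, since the 3 *Fcgr2b*-/- arrays on slide 1 alone still spanned 1.995. The sex of the mice is argued against by the same range over the 3 *Fcgr2b*-/- arrays with low Y-linked signal. Fat on the kidney cannot be told apart from other sources. With genotype means removed, the score rose with the fat list (r = 0.655, permutation p = 0.0168, adjusted 0.0294), but not by ranks (rho = 0.45, permutation p = 0.107). For fat, r was 0.245 without the 2 mice farthest out, and 0.819 and −0.051 within slides 1 and 2. Replicate 4 had a high score with a fat list of −1.112. Inflamed tissue is a candidate explanation: with genotype means removed, the score rose with the T-cell list (r = 0.955, rho = 0.921, permutation p = 9e-05, adjusted 0.000513), the myeloid list without its 1 gene shared with the interferon list (r = 0.945, rho = 0.938, permutation p = 0.00011, adjusted 0.000513), and the tubular injury list (r = 0.860, rho = 0.824, permutation p = 0.00398, adjusted 0.0139), which makes 3 of the 3 lists it names. Without the 2 mice farthest out, r was 0.929, 0.905, and 0.744. Within slides 1 and 2 it was 0.98 and 0.791, 0.995 and 0.79, and 0.899 and 0.606. The signal of the arrays is argued against as the whole source of the range, which was still 2.068 or more under normexp, quantile normalization, median scaling, and the authors' table. Replicates 3 and 4 also had 33678 and 33887 probes above background, with scores of −0.395 and 1.38. A part of the spread between mice stays open to it, since the score rose with the number of probes above background (r = 0.625, rho = 0.626, permutation p = 0.0358, adjusted 0.0501, 0.410 without the 2 farthest, 0.877 within slide 1, and 0.398 within slide 2). In all, 14 relations were computed and adjusted together. The Nba2 list had r = 0.952 (rho = 0.944, permutation p = 1e-05, the smallest the permutations can give, adjusted 0.00014), with 0.91 without the 2 farthest mice and 0.99 and 0.761 within slides 1 and 2. This list shares no gene with the interferon list, but it holds *Ifi209*, of the Ifi200 family that the paper describes as interferon-inducible. Part of its relation with the score may therefore be built in. Proximal tubule had r = −0.804 (rho = −0.706), podocytes 0.757 (rho = 0.732), and B and plasma cells 0.704 (rho = 0.685), with an adjusted permutation p of 0.0151 for each, but within slide 2 these were −0.331, 0.37, and 0.491. The proximal tubule list holds genes that followed the Y-linked signal, so sex may carry part of its relation. Early stress genes had r = 0.754 (rho = 0.744, adjusted permutation p = 0.0501) and 0.048 within slide 2. The fat list had r = 0.655 (rho = 0.45, adjusted permutation p = 0.0294) but 0.245 without the 2 farthest mice, so that relation rests on them. The adrenal, clock, red-cell, and Y-linked lists had adjusted permutation p-values from 0.0911 to 0.365.

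The Y-linked list was high on 6 of the 16 arrays (wild-type replicates 1 and 2, *Fcgr2b*-/- replicate 3, double-deficient replicates 2 and 4, and *Sting* gt/gt replicate 3), which the labels do not divide by sex. *Slc7a13*, a proximal tubule gene, was at 5.56 to 6.44 on these 6 arrays and at −4.01 to −2.23 on the others. *Cyp2e1*, of the same list, was at 7.34 to 8.571 on these 6 arrays and at 2.532 to 4.848 on the others. *Acsm2* was at 8.636 to 9.185 and at 5.555 to 7.646. The values of these genes were looked at this way after they were seen.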
